# Genome-wide analysis of the grapevine stilbene synthase multigenic family: genomic organization and expression profiles upon biotic and abiotic stresses

**DOI:** 10.1186/1471-2229-12-130

**Published:** 2012-08-03

**Authors:** Alessandro Vannozzi, Ian B Dry, Marianna Fasoli, Sara Zenoni, Margherita Lucchin

**Keywords:** Stilbene synthase, Chalcone synthase, Abiotic stress, Downy mildew, Grapevine

## Abstract

**Background:**

Plant stilbenes are a small group of phenylpropanoids, which have been detected in at least 72 unrelated plant species and accumulate in response to biotic and abiotic stresses such as infection, wounding, UV-C exposure and treatment with chemicals. Stilbenes are formed via the phenylalanine/polymalonate-route, the last step of which is catalyzed by the enzyme stilbene synthase (STS), a type III polyketide synthase (PKS). Stilbene synthases are closely related to chalcone synthases (CHS), the key enzymes of the flavonoid pathway, as illustrated by the fact that both enzymes share the same substrates. To date, STSs have been cloned from peanut, pine, sorghum and grapevine, the only stilbene-producing fruiting-plant for which the entire genome has been sequenced. Apart from sorghum, STS genes appear to exist as a family of closely related genes in these other plant species.

**Results:**

In this study a complete characterization of the STS multigenic family in grapevine has been performed, commencing with the identification, annotation and phylogenetic analysis of all members and integration of this information with a comprehensive set of gene expression analyses including healthy tissues at differential developmental stages and in leaves exposed to both biotic (downy mildew infection) and abiotic (wounding and UV-C exposure) stresses. At least thirty-three full length sequences encoding VvSTS genes were identified, which, based on predicted amino acid sequences, cluster in 3 principal groups designated A, B and C. The majority of VvSTS genes cluster in groups B and C and are located on chr16 whereas the few gene family members in group A are found on chr10. Microarray and mRNA-seq expression analyses revealed different patterns of transcript accumulation between the different groups of VvSTS family members and between *VvSTSs* and *VvCHSs*. Indeed, under certain conditions the transcriptional response of VvSTS and VvCHS genes appears to be diametrically opposed suggesting that flow of carbon between these two competing metabolic pathways is tightly regulated at the transcriptional level.

**Conclusions:**

This study represents an overview of the expression pattern of each member of the STS gene family in grapevine under both constitutive and stress-induced conditions. The results strongly indicate the existence of a transcriptional subfunctionalization amongst *VvSTSs* and provide the foundation for further functional investigations about the role and evolution of this large gene family. Moreover, it represents the first study to clearly show the differential regulation of VvCHS and VvSTS genes, suggesting the involvement of transcription factors (TFs) in both the activation and repression of these genes.

## Background

Approximately 450 million years ago, several pioneering green algal ancestors, probably related to Charales [1], spread out from water to occupy a new bio-geographical niche: dry land. This colonisation of dry land was accompanied by the need to deal with important stresses including desiccation, UV radiation, as well as attack by already diversified microbial soil communities. This led to a number of physiological adaptations, including the evolutionary emergence of entirely new specialized secondary metabolic pathways [2]. One in particular was crucial: the phenylpropanoid pathway, which represents a ubiquitous and specific trait of land plants providing vital compounds such as lignin and flavonoids [3]. Lignin is a structural polymer important for the structural integrity necessary for the emergence of self-supporting structures. Flavonoids, which often impart a species-specific chemical ‘signature’ upon an organism, serve vital roles in the protection of plants against biotic and abiotic stresses, reproduction and internal regulation of cell physiology and signalling [4].

The role of phenylpropanoid compounds in defence appears to be restricted to a minor class of compounds that are often referred to as phytoalexins. The term “phytoalexins” probably derives from the Greek language and means “warding off agents in plants” and refers to low mass, lipophilic, antimicrobial compounds that not only accumulate rapidly at the site of interaction with incompatible pathogens [5,6] but also accumulate in response to abiotic stresses such as exposure to UV light, wounding or treatment with chemicals such as salts and heavy metals, respiratory inhibitors and surfactants [7]. Because of the agricultural and economic importance of grapevine as a crop plant, the strategies it uses to defend against phyto-pathogenic organisms, as well as deal with abiotic stresses, has attracted considerable interest in recent times. Amongst the arsenal of defence mechanisms available to grapevine cells is the production of phytoalexins. Phytoalexins from the Vitaceae family have been the subject of numerous studies over the past decade, not only because of their biological activities *in planta,* but also because of their possible pharmacological applications.

Although phytoalexins display an enormous chemical diversity throughout the plant kingdom, in grapevine they constitute a rather restricted group of molecules belonging to the “stilbene family” [8]. Plant stilbenes, together with flavonoids, belong to the class of compounds called polyketides, which represents a major group of phenylpropanoids derived from the extension of the activated form of coumaric acid with three acetyl moieties. Apart from the Vitaceae, stilbenes have been detected in at least 72 unrelated plant species distributed among 31 genera and 12 families including Fagaceae, Liliaceae, Moraceae, Myrtaceae, Papilionaceae, Pinaceae, and Poaceae [8-10]. Despite the multiplicity of forms detected in these different plants, most plant stilbenes, including those ones detected in grapevine, are derivatives of the basic unit *trans*-resveratrol (3,5,4’-trihydroxy-*trans*-stilbene). In addition to resveratrol, more complex compounds derived from its modification have also been detected in grapevine such as *cis*- and *trans*- piceid [11-14], viniferins, which represent oligomers arising from the oxidative coupling of resveratrol, pterostilbene [15,16] and piceatannol [17].

Several plant species, such as *Polygonum cuspidatum* and *Pinus* spp. constitutively accumulate large amount of stilbenes [18-23]. However, the majority of studies conducted on cells and leaves of peanut, grapevine and pine seedlings have shown that stilbenes are present at only very low levels under normal conditions, but strongly accumulate in response to a wide range of biotic and abiotic stresses as a result of an increased transcription of their biosynthetic genes and the co-ordinated activation of upstream genes belonging to the general phenylpropanoid pathway, such as *PAL* and *C4H*. These abiotic stress treatments include mechanical damage [24,25], UV-C light irradiation [26,27], treatments with chemicals such as aluminium ions, cyclodextrins and ozone [28-30] and the application of plant hormones like ethylene and jasmonates [31-33]. In terms of biotic stresses, the biosynthesis of stilbenes in grapevine tissues is also particularly well documented, with the accumulation of stilbenic compounds reported following infection with a range of different pathogens, including powdery mildew (*Erysiphe necator*) [34,35], downy mildew (*Plasmopara viticola*) [36], gray mold (*Botrytis cinerea*) [16,37,38] and *Aspergillus carbonarius*[39,40].

Stilbene synthase (STS) is the key enzyme leading to the biosynthesis of resveratrol and stilbenes and was firstly extracted and purified from stressed cell suspension cultures of peanut (*Arachis hypogaea*) [41]. It belongs to the type III polyketide synthase super family, of which chalcone synthase (CHS) represents the archetypal enzyme. The enzyme is a dimer of estimated molecular weight 90 kDa with an iso-electric point (pI) of 4.8. A conserved cysteine residue, located in the central section of these proteins has been shown to be essential for the catalytic activity of both STS and CHS enzymes and represents the binding site for the p-coumaroyl-CoA starting substrate [42]. The region around this active site is well conserved and can be used as a signature pattern for CHS and STS. The two proteins show a high degree of similarity based on sequence homology (which reaches approximately 75-90% amino acid sequence identity depending on the species), and on the comparison of their crystallographic structures [43], suggesting that STS independently evolved from CHS several times in the course of evolution [44]. STSs, which, in contrast with the ubiquitous CHSs, are only present in stilbene-producing plants, catalyse the formation, in a single enzymatic reaction, of exactly the same linear tetraketide intermediate (from p-coumaroyl-CoA and three malonyl-CoA) produced by CHS in the flavonoid pathway, but with a different cyclization that leads to the production of stilbenes rather than chalcones (Figure 1).

**Figure 1:**
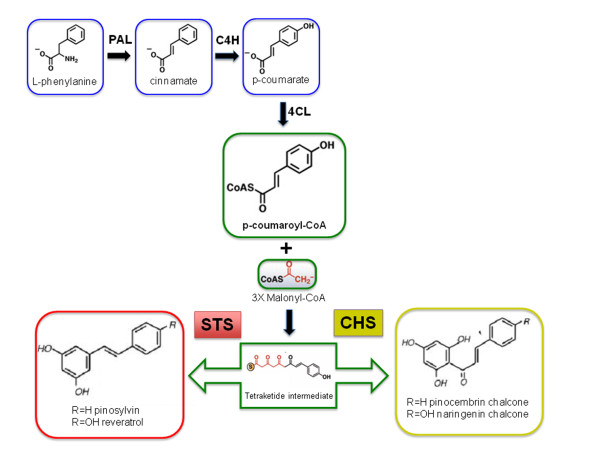
**General phenylpropanoid pathway and flavonoid and stilbene branching pathways.** The enzymes shown in these pathways are as follows: PAL, phenylalanine ammonia-lyase; C4H, cinnamate-4-hydroxylase; 4CL, 4-cumaroyl: CoA-lyase; CHS, chalcone synthase; STS, stilbene synthase.

To date, STS genes have been cloned from peanut (*A. hipogaea*), Scots pine (*P. sylvestris*), Eastern white pine (*P. strobus*), Japanese red pine (*P. densiflora*), grapevine (*V. vinifera* L.) and sorghum (*Sorghum bicolor*). In many of these plant species STSs exist as a family of closely related genes. For example, two STS genes have been found in peanut and Eastern white pine [45,46], Scots pine has a small multigene family of at least five pynosylvin synthase genes (*PST1PST2PST3PST4* and *PST5*) [47] and Japanese red pine possesses three members (*PdSTS1PdSTS2* and *PdSTS3*) [48]. Apart from Sorghum, for which only one STS member has been identified [10,49], grapevine represents the only stilbene producing plant species for which the entire genome has been sequenced [50,51]. Forty-three VvSTS members were predicted with GAZE and JIGSAW prediction tools in the 8.4 X coverage genome draft of the PN40024 genotype (French-Italian consortium) [50] while only twenty-one members were predicted from the genome sequence of the PN ENTAV 115 genotype (IASMA) [51]. Sparvoli et al. [52] performing a molecular characterization of structural genes involved in anthocyanins and stilbene biosynthesis in *V. vinifera* has previously hypothesized that these gene families probably arose from the same ancestral gene and that subsequent gene duplications and molecular divergence may have contributed to the establishment of functionally distinct genes.

This aim of this study was to clarify the genome organization of the entire STS family in grapevine and investigate the transcriptional response of each VvSTS member in different grapevine tissues, at different developmental stages and under different stress conditions, in order to determine if this gene family evolved into different sub-groups characterized by specific role in the response to different stresses or in the plant development.

## Results

### Identification, annotation and chromosomal distribution of grapevine STS genes

The genome sequence of the near-homozygous PN40024 genotype of the *V. vinifera* cv. Pinot noir was searched for predicted STS gene sequences. These were predicted on the genome draft by combining *ab initio* models together with *V. vinifera* complementary DNA sequences, such as EST databases and alignment of gene/protein models from other species [50]. The Hidden Markov Model (HMM) for the CHS/STS active site [PS00441] was obtained from PROSITE and used in a BLASTP search against the 8.4X, 12X V0 and 12X V1 proteome databases. In order to extend the search to identify putative gene family members not predicted by the GAZE and JIGSAW software programs, a tBLASTx search of the HMM and of the entire amino acid sequence of previously identified VvSTS was also performed against the genome sequence. Fifty-one hits were obtained. Three predictions carrying the CHS/STS HMM were found to encode for chalcone synthase genes and were excluded leaving a total of forty-eight putative VvSTS gene sequences. These sequences were designated as *VvSTS1* to *VvSTS48* based on their chromosomal position (Table 1). *VvSTS1-6* are located in a region of approximately 90 Kb on chr10, whereas *VvSTS7-48* reside on chr16, within a 500 Kb region. Five sequences corresponding to genes designated as *VvSTS11VvSTS14VvSTS34VvSTS40* and *VvSTS44* fall in genome regions which are not predicted to contain any gene based on GAZE and JIGSAW prediction tools.

**Table 1:** **Grapevine*STS*members identified based on the PN40024 12X V1 coverage**

**Proposed nomenclature**	**Chr**	**PN40024 12X V1 Location**	**Closest prediction 12X V1**	**ORF predicted**
*VvSTS1*	10	14216112..14217677	Vv10s0042g00840	Unsure
			Vv10s0042g00850	
			Vv10s0042g00860	
*VvSTS2*	10	14246945..14248453	Vv10s0042g00870	No
*VvSTS3*	10	14264038..14265601	Vv10s0042g00880	Unsure
			Vv10s0042g00890	
*VvSTS4*	10	14284187..14285750	Vv10s0042g00910	Unsure
*VvSTS5*	10	14298957..14300520	Vv10s0042g00920	Yes
*VvSTS6*	10	14304787..14306350	Vv10s0042g00930	Yes
*VvSTS7*	16	16239028..16240564	Vv16s0100g00750	Yes
*VvSTS8*	16	16252494..16254029	Vv16s0100g00760	Unsure
*VvSTS9*	16	16268816..16270352	Vv16s0100g00770	Yes
*VvSTS10*	16	16276570..16278105	Vv16s0100g00780	Yes
*VvSTS11*	16	16285039..16284807	-	No
*VvSTS12*	16	16287922..16286924	Vv16s0100g00800	Unsure
*VvSTS13*	16	16290882..16289536	Vv16s0100g00810	Unsure
*VvSTS14*	16	16324386..16323781	-	No
*VvSTS15*	16	16335697..16337233	Vv16s0100g00830	Yes
*VvSTS16*	16	16344516..16343202	Vv16s0100g00840	Yes
*VvSTS17*	16	16347949..16346580	Vv16s0100g00850	Yes
*VvSTS18*	16	16351428..16350059	Vv16s0100g00860	Yes
*VvSTS19*	16	16368410..16366907	Vv16s0100g00880	Yes
*VvSTS20*	16	16387529..16386013	Vv16s0100g00900	Yes
*VvSTS21*	16	16398234..16399770	Vv16s0100g00910	Yes
*VvSTS22*	16	16406519..16405205	Vv16s0100g00920	Yes
*VvSTS23*	16	16409837..16408469	Vv16s0100g00930	Yes
*VvSTS24*	16	16413317..16411948	Vv16s0100g00940	Yes
*VvSTS25*	16	16431392..16430833	Vv16s0100g00950	Unsure
*VvSTS26*	16	16440652..16441618	Vv16s0100g00960	No
*VvSTS27*	16	16468549..16467015	Vv16s0100g00990	Yes
*VvSTS28*	16	16478613..16477097	Vv16s0100g01000	Yes
*VvSTS29*	16	16493131..16491597	Vv16s0100g01010	Yes
*VvSTS30*	16	16505168..16503636	Vv16s0100g01020	Yes
*VvSTS31*	16	16509479..16507942	Vv16s0100g01030	Yes
*VvSTS32*	16	16511216..16512602	Vv16s0100g01040	Yes
*VvSTS33*	16	16521936..16520374	Vv16s0100g01060	No
*VvSTS34*	16	16523861..16523409	-	No
*VvSTS35*	16	16527862..16526326	Vv16s0100g01070	Yes
*VvSTS36*	16	16557435..16555945	Vv16s0100g01100	Yes
*VvSTS37*	16	16588984..16587447	Vv16s0100g01110	Yes
*VvSTS38*	16	16608730..16607176	Vv16s0100g01110	Yes
*VvSTS39*	16	16617258..16615702	Vv16s0100g01120	Yes
*VvSTS40*	16	16620545..16618991	-	No
*VvSTS41*	16	16624624..16623088	Vv16s0100g01130	Yes
*VvSTS42*	16	16629091..16627536	Vv16s0100g01140	Yes
*VvSTS43*	16	16645747..16644190	Vv16s0100g01150	Yes
*VvSTS44*	16	16649027..16647473		No
*VvSTS45*	16	16675524..16673986	Vv16s0100g01160	Yes
*VvSTS46*	16	16684264..16682709	Vv16s0100g01170	Yes
*VvSTS47*	16	16699842..16698303	Vv16s0100g01190	Yes
*VvSTS48*	16	16711818..16710281	Vv16s0100g01200	Yes

Genes have been named from *VvSTS1* to *VvSTS48* based on the chromosomal location. The chromosomal location and corresponding identifier on the 12X V1 coverage are also provided. The predicted open reading frame (ORF) prediction was assigned as follows: Yes: genes encoding a complete ORF; Unsure: genes for which it was not possible to determine with certainty whether they encode a full length or truncated ORF based on available sequence information from the PN40024 and PN ENTAV 115 genotypes and specifically matching paired-end reads obtained from the whole-transcriptome sequencing of Pinot noir clone 115; No: genes encoding for a truncated ORF.

Although the Genoscope integrated method for deducing proteins is very exhaustive, some gene models were found to be incorrect based on available EST sequences and when compared with cloned VvSTS CDS sequences already deposited on the GenBank database. 

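In the mRNA-seq values of Pinot noir leaf discs, each gene prediction of the 12X V1 assembly has its own level, in reads per kb of exon scaled to the mapped reads of the library (RPKM), and its own exon length. The VvSTS1 region of Table 1, on chr10 from 14216112 to 14217677, is covered by the predictions Vv10s0042g00840, Vv10s0042g00850 and Vv10s0042g00860, with exon lengths of 0.787, 0.222 and 0.188 kb. In control discs at 0 h they had 46.6, 32.55 and 25.7 RPKM, in that order. In discs sampled 24 h after wounding they had 1.49, 0.78 and 0.52 RPKM. In discs sampled 24 h after UV-C exposure they had 24.5, 9.53 and 8.53 RPKM. The share of their reads that matched several places of the genome differed, at 64%, 29% and 4% in the UV-C 24 h library.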

With particular reference to the 12X V1 coverage assembly, the predictions designated as Vv10s0042g00840, Vv10s0042g00850 and Vv10s0042g00860 are listed as three different genes in the proteome database, but our analysis indicates they represent one single unique VvSTS gene, designated as *VvSTS1* (Table 1). 

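The predictions Vv10s0042g00880 and Vv10s0042g00890 have exon lengths of 0.238 and 1.106 kb and lie in the region from 14264038 to 14265601 of chr10. In the same libraries Vv10s0042g00880 had 9.4 RPKM in control discs and 10.3 RPKM 24 h after UV-C exposure, and 100% of its reads at UV-C 24 h matched several places, so that its level rests on how the authors shared these reads out. Vv10s0042g00890 had 85.3 RPKM in control discs, 7.06 RPKM 24 h after wounding and 104 RPKM 24 h after UV-C exposure.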

A similar observation was made for the predictions Vv10s0042g00880 and Vv10s0042g00890, which also represent a single gene designated as *VvSTS3*. 

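The prediction Vv16s0100g01110 has an exon length of 15.8 kb in the deposited values, and Table 1 gives it for the regions of chr16 from 16588984 to 16587447 and from 16608730 to 16607176. Its level is divided by this whole length: 8234 reads in the UV-C 24 h library gave 11.6 RPKM, and 23.1 reads in the control library gave 0.04 RPKM. At UV-C 24 h 28% of these reads matched several places. Reads from VvSTS37 and from VvSTS38 have no separate values.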

The opposite situation was observed for genes designated as *VvSTS37* and *VvSTS38*, which are represented by the same prediction Vv16s100g01110. Genomic sequences of five genes, *VvSTS12*, *VvSTS13*, *VvSTS14*, *VvSTS25* and *VvSTS26* were obtained by corresponding sequences from the PN ENTAV 115 genome sequence because of gaps in the PN40024 assembly.

Based on the deduced amino acid sequences obtained from Genoscope predictions and from manual analysis using Vector NTI software, several VvSTS proteins were found to be truncated because of SNP/mutations leading to premature stop codons or in/del mutations causing frame-shifts and changes in the protein primary structure. In order to investigate whether these observations were limited to the PN40024 genotype used by the French-Italian Consortium or were also detectable in other genotypes, the closest sequences in the PN ENTAV 115 genotype and specifically matching paired-end reads obtained from the whole-transcriptome sequencing of Pinot noir clone 115, were screened for these mutations (Additional file 1). Based on available sequence information it was not possible to determine with absolute certainty whether *VvSTS1*, *VvSTS3*, *VvSTS4*, *VvSTS8*, *VvSTS12, VvSTS13* or *VvSTS25* encode a complete ORF. *VvSTS2*, *VvSTS33*, *VvSTS40* and *VvSTS44* were predicted to have premature stop codons in all three genotypes screened or in both the PN40024 and PN ENTAV 115 where no specific paired-end reads were available. *VvSTS11* and *VvSTS34* represent gene fragments of 233 nt and 453 nt respectively with the upstream and downstream sequences not coding for STS. Finally *VvSTS18* was predicted to be a coding gene based on the fact that at least one allele at this locus was predicted to encode a complete ORF based on the three genotypes sequences screened.

The genomic sequences of the VvSTS genes detected in the PN40024 genome ranged in size from a minimum length of 1315 nt (*VvSTS16*) to a maximum of 1566 nt (*VvSTS1*) depending on the length of the single introns present in all members within the triplet coding for Cys-60. Deduced protein length for all 36 full-length coding genes was 392 aa (Additional file 2), whilst of those pseudogenes that possessed the CHS/STS active site (R-[LIVMFYS]-x-[LIVM]-x-[QHG]-x-G-C-[FYNA]-[GAPV]-G-[GAC]-[STAVK]-x-[LIVMF]-[RAL]) *VvSTS1* encodes for a 234 aa product, *VvSTS2* for a 206 aa product (181 without considering the first 46 nt which are probably wrongly predicted), *VvSTS4* for a 267 aa product and *VvSTS18* for a 185 aa product. All other genes give products lacking the active site and were considered non functional.

### Phylogenetic analyses of the deduced VvSTS proteins

In order to examine the phylogenetic relationship between the predicted VvSTS proteins a phylogenetic tree was constructed using the E-INSI tool of the MAFFT 6.0 software as described in the tutorial for the Grapevine Genome Annotation (http://www.vitaceae.org/index.php/Annotation_tutorial) provided by the International grape Genome Program (IGGP) steering committee. Gene members encoding a truncated ORF were not included in the alignment, but for VvSTS genes where both coding and non-coding alleles had been identified in different genotypes, the coding ORFs were also included in the analyses. The three VvCHS proteins corresponding to VvCHS1 [Genbank: AB015872], VvCHS2 [Genbank: AB066275] and VvCHS3 [Genbank: AB066274], respectively Vv14s0068g00930, Vv14s006800920 and Vv05s0136g00260 in the 12X V1 assembly of the PN40024 genotype, were also included in the analysis to ascertain the evolutionary relationships between VvSTS and VvCHS proteins. Figure 2 shows that VvSTS proteins cluster in three main sub-families, which have been designated as groups A, B and C. Group A is composed entirely of those members located on the chr10 (i.e. *VvSTS1-6*), while groups B and C are composed of 22 and 13 members respectively all positioned on chr16. The three VvCHS proteins were found to cluster outside the tree as outgroups.

**Figure 2:**
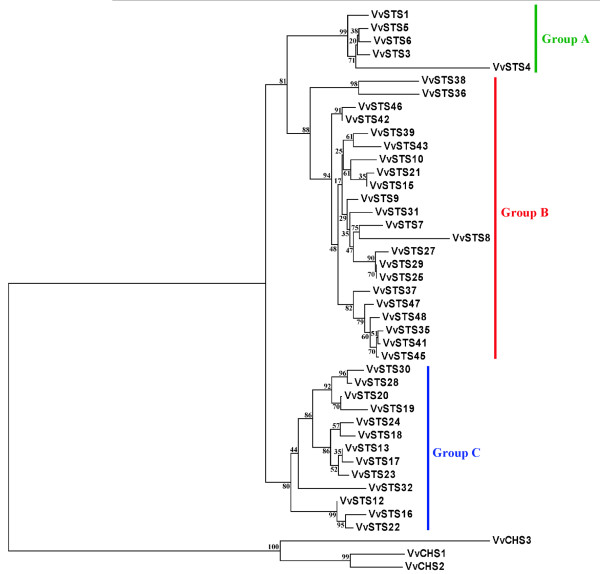
**Phylogenetic tree of predicted*STS*proteins in grapevine.** Consensus phylogenetic tree generated after sequence alignment with MAFFT 6.0 using the neighbour-joining method. VvSTS gene members predicted to encode for a truncated ORF were not considered. Deduced protein for *VvCHS1*, *VvCHS2* and *VvCHS3* were also included in the analysis. Reliability of the predicted tree was tested using bootstrapping with 1000 replicates. Numbers at the forks indicate how often the group to the right appeared among bootstrap replicates. Different coloured bars indicate three main sub-groups designated as A, B and C.

### Microarray analysis of VvSTS and VvCHS expression during grapevine development and post-harvest berry withering

The expression pattern of VvSTS genes encoding a complete ORF were analysed in a global *V. vinifera* cv. Corvina gene expression atlas of different organs at various developmental stages (Fasoli *et al.*, in preparation). Although *VvSTS37* and *VvSTS38* were predicted to encode a full-length protein, these genes were excluded from the expression analyses as they are represented by the same prediction in the reference genome, which could lead to incorrect estimations of the expression values for these genes. The expression atlas was generated using a microarray technology based on gene predictions obtained from the 12X V1 coverage assembly of the PN40024 genotype. Figure 3 shows a graphical representation of the expression pattern of each VvSTS, together with the three VvCHS genes identified in grapevine, and was generated using MeV software. Raw VvSTS and VvCHS expression values are reported in Additional file 3.

**Figure 3:**
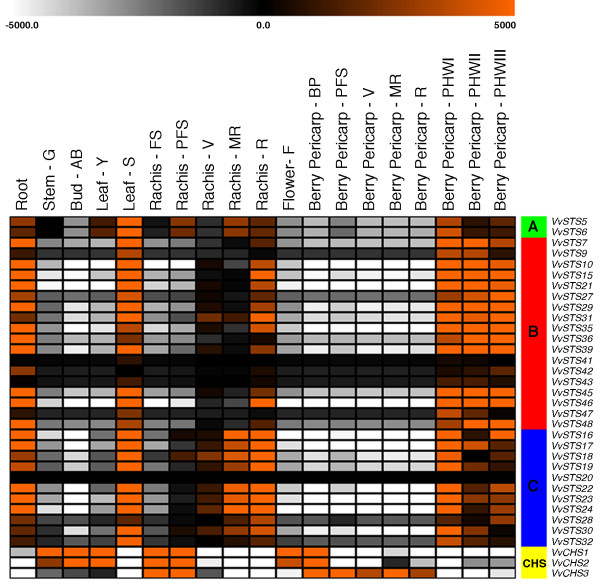
**Expression image of the complete*VvSTS*family in the*V. vinifera*cv Corvina atlas.** Expression data was normalised based on the mean expression value of each gene in all tissues/organs analysed. Different organs/tissues are displayed vertically above each column. VvSTS gene names are displayed to the right of each row and are clustered in different groups A, B, C according to protein homology as shown in Figure 2. Expression data for VvCHS genes are included for comparison. The colour scheme used to represent expression level is orange/white: black boxes indicate a low variation in expression, white boxes indicate a decrease and orange boxes indicate a increase respect to the mean value of a given gene. Y, young leaf; FS, fruit-set; S, senescence; G, green stem; AB, bud-burst; PFS, post fruit-set; V, véraison; MR, mid-ripe; R, ripe; F, flowering (50% cap-fall); PHWI, post-harvest withering I (1^st^ month); PHWII, post-harvest withering II (2^nd^ month); PHWIII, post-harvest withering III (3^rd^ month).

The first thing to note regarding the results shown in Figure 3 is that the majority of VvSTS gene family members show little or no constitutive expression in most grapevine tissues including young leaves, stems, buds, flowers and developing grape berries. The exceptions to this appear to be roots and all stages of rachis development in which members of all three VvSTS groups show elevated levels of constitutive expression. As a group, members of VvSTS group A also appear to have a higher level of constitutive expression in young leaf (Y) tissues than the majority of members of subgroups B and C.

Another important observation regarding VvSTS expression in developing grape tissues is that members of all groups are strongly induced during aging or senescence. This was observed in both senescing leaves and in berries undergoing the process of berry withering. Berry withering is a post-harvest drying process used specifically with Corvina berries for the production of dessert and fortified wines. The drying process leads to alterations in most quality characteristics and an increase in the concentration of simple sugars. Berries were sampled for expression analysis after the first, second and third month of the withering phase. The results clearly show a very strong induction of nearly all VvSTS family members in the berry pericarp in response to the withering process. This organ appears to accumulate VvSTS transcripts within the exocarp tissue, whereas the expression is much lower in berry flesh (Additional file 4).

Figure 3 also shows a comparison between the constitutive expression patterns of the VvSTS family members with the three VvCHS genes in grapevine. What is clear from this comparison is that the expression of the three VvCHS genes appears to show an opposite pattern to that of the VvSTS genes across a number of different tissues and developmental stages. For example, expression of at least one member of the VvCHS gene family is found to be high in young leaves, stems, buds, the rachis at fruit set and in developing berries in which VvSTS expression is generally very low. The converse is also true: in tissues where VvSTS expression is strongly induced e.g. senescing leaves, *in vitro* roots, the rachis from ripe berries and withering berries, there is little or no VvCHS expression.

### mRNA-seq analysis of VvSTS and VvCHS expression in grape leaves in response to stress

The same VvSTS and VvCHS gene sequences predicted in the PN40024 genome sequence and analysed in the grapevine expression atlas (Figure 3) were also studied for their expression under biotic and abiotic stress conditions. In order to overcome the difficulty posed by the high sequence conservation between these genes, which makes it difficult to clearly discriminate between individual members using PCR-based expression analyses, a whole transcriptome (mRNA-seq) approach was performed using the Illumina Next Generation Sequencing (NGS) technology. *V. vinifera* cv Pinot noir leaf discs were collected at 0, 24 and 48 h after wounding, UV-C exposure and infection with *P. viticola*. 

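The mRNA-seq data hold 7 libraries, 1 for control discs at 0 h and 1 each for discs sampled 24 and 48 h after wounding, UV-C exposure and inoculation with P. viticola, the agent of downy mildew. Discs were punched from leaves, which the paper counts as the wounding treatment and as the control for the other treatments. UV-C discs were exposed for 10 min at a distance of 10 cm, and downy mildew discs were sprayed with a suspension that the paper gives as 100000 sporangia per ml. RNA from different plants was pooled for each condition, so no condition has replicates, and no test, SD or SE is given for any value. A model with treatment and time as separate terms, which would use the 2 times in place of replicates, was not fitted. The authors aligned the paired-end reads to the PN40024 12X V1 assembly with at most 2 mismatches, kept reads with up to 10 matching places, and shared reads with several matches among genes in proportion to the single-match reads of each gene. They deposited the level of each gene in RPKM, its exon length and the fraction of its reads that matched several places, without read counts. The values of all named identifiers were equal in the files of single libraries and in the table of the whole series. From these values, levels of the 31 VvSTS genes and 3 VvCHS genes of Additional file 5 were compared between libraries as ratios of RPKM without a pseudocount. For each group, the median ratio over its genes and the lowest and highest gene are given. The 95% intervals beside ratios come from the read counts behind them and cover counting error only, not the variation between plants. They are also too narrow, since both ends of a fragment can be counted. Error from the sharing of reads with several matches is not in them either.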

Seven pools of RNA samples, representing each treatment and the control sample, which was common for all three treatments, were used to build libraries for high-throughput parallel sequencing using an Illumina Genome Analyser II (GAIIx). 

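The number of mapped reads by which the authors divided each level was recovered from the steps between the RPKM values of short genes, since 1 read changes a level by a fixed amount. By this measure the control library held 36640000 mapped reads, the wounded 24 and 48 h libraries 40800000 and 41920000, the UV-C 24 and 48 h libraries 44940000 and 39160000, and the downy mildew 24 and 48 h libraries 27640000 and 21820000. The RPKM values use these mapped reads, while the paper states 32000000 reads or more per treatment without saying whether they are mapped. In 21 simulated libraries the recovered depth differed from the true one by at most 0.134%. Between 82.9% of the mapped reads, in the UV-C 48 h library, and 86.9%, in the downy mildew 48 h library, were counted on named identifiers.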

Each treatment was represented at least by 32 million reads, a tag density sufficient for quantitative analysis of gene expression [53].

All three stress treatments resulted in a significant induction of expression of at least some members of the VvSTS gene family (Figure 4, Additional file 5). 

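The summed level of the 31 VvSTS genes was 244 RPKM in control discs, 1007 and 604 RPKM in discs 24 and 48 h after wounding, 15837 and 5979 RPKM 24 and 48 h after UV-C exposure, and 1324 and 1370 RPKM 24 and 48 h after inoculation with P. viticola. As a share of all mapped reads, these genes took 0.0319% in the control library and 2.24% in the UV-C 24 h library. At 24 h, the level was above that of control discs beyond the counting interval for 25 of 31 genes in wounded discs, for 31 of 31 after UV-C exposure and for 29 of 31 after downy mildew inoculation. The 25 genes were 18 of group B and 7 of group C. The wounding median over all 11 group C genes was 1.37, and 0.998 after a rescaling that removes shifts of all genes between libraries. As a group they thus did not rise beyond such a shift after wounding.

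**Figure D1:**
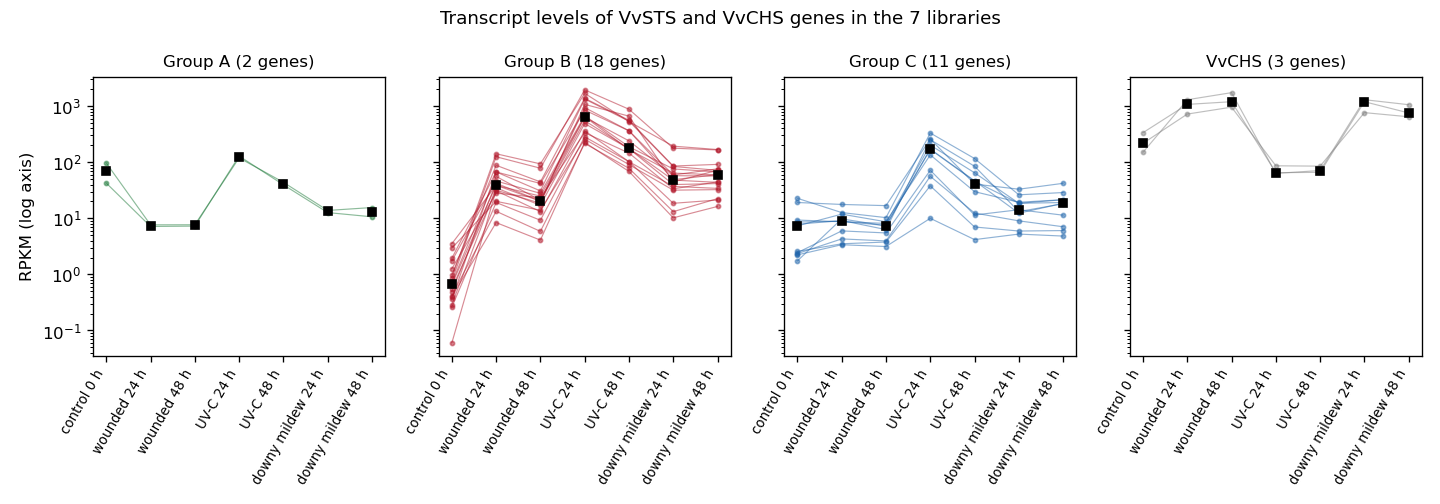
Levels in RPKM (log axis) of the genes of group A, group B, group C and VvCHS in the 7 libraries, ordered by treatment and time. Each thin line joins the values of 1 gene and each black square is the median of the group, with 1 library per condition and no error bars. In group B the medians run from 0.68 RPKM in control discs to 639 RPKM at UV-C 24 h.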

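Among the 3 libraries of discs sampled at 24 h, the level was highest after UV-C exposure for all 31 VvSTS genes of Additional file 5. The full order of UV-C above downy mildew above wounding held for 27 of 31 genes. The exceptions, VvSTS9, VvSTS21, VvSTS43 and VvSTS46 of group B, had a higher level in wounded than in downy mildew discs. At 48 h the order held for 29 of 31 genes, and VvSTS17 and VvSTS18 of group C were higher in downy mildew than in UV-C discs.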

Of the three stress treatments employed, UV-C exposure led to the highest induction of the majority of VvSTS members, followed by downy mildew infection and wounding. The wounding and UV-C responses appeared to peak within 24 h of treatment whereas the downy mildew-treated discs continued to show an increase in VvSTS transcription after 48 h, presumably reflecting the establishment of the downy pathogen within the leaf tissue. 

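In wounded discs, 28 of 31 VvSTS genes were lower at 48 h than at 24 h, 23 of them beyond the counting interval, and the median 48 h over 24 h ratio was 0.512 in group B (95% counting interval 0.4996 to 0.551). In UV-C discs all 31 genes were lower at 48 h, with median ratios of 0.337 in group A, 0.360 in group B and 0.270 in group C. VvSTS48 fell from 1950 RPKM at UV-C 24 h to 880 RPKM at UV-C 48 h. By contrast, the paper's qPCR analysis of Shiraz discs describes a rise of this gene up to 48 h after UV-C exposure. In downy mildew discs 19 of 31 genes were higher at 48 h, 13 of them beyond the counting interval, and 12 were lower, 10 of them beyond it. The median ratio after downy mildew inoculation was 0.984 in group A (0.894 to 1.09) and 1.01 there after rescaling by the median ratio, 1.03 in group B (0.992 to 1.07) but 0.976 in single-match reads, and 1.10 in group C (1.02 to 1.17) but 0.989 in single-match reads. When only differences of at least 1.2-fold were counted, 9 genes were higher and 2 lower at 48 h in downy mildew discs.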

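At 24 h the ratio of downy mildew to wounded discs had a median of 1.79 in group A (95% counting interval 1.63 to 1.98), 1.21 in group B (1.17 to 1.25) and 1.87 in group C (1.71 to 1.98). Within group B it ran from 0.884 for VvSTS21 to 1.65 for VvSTS29, and within group C from 1.40 for VvSTS19 to 2.38 for VvSTS23. The level was higher in downy mildew discs beyond the counting interval for 26 of 31 VvSTS genes and lower for 1. Rescaling the libraries by the median ratio, which shifts all groups alike, gave a group B median of 1.14. Over all identifiers with at least 1 RPKM in either library, 409 of 18722 were at least 2-fold higher and 780 at least 2-fold lower in downy mildew discs, and after this rescaling 281 and 853. At 48 h the median ratio was 1.75 in group A, 2.37 in group B and 2.48 in group C, and all 31 genes were higher in downy mildew discs.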

Interestingly, there appeared to be only minor differences in VvSTS transcription between wounded and downy mildew-inoculated discs after 24 hours indicating that VvSTS genes are not induced in the early stages of downy mildew infection prior to haustorial formation.

**Figure 4:**
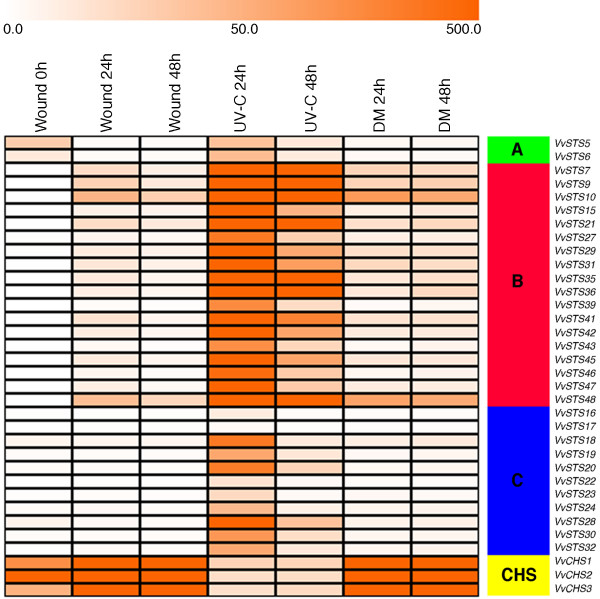
**Expression image of the complete*VvSTS*gene family in*V. vinifera*cv. Pinot noir stressed leaves.** The treatments (wounding, exposure to UV-C and downy mildew infection) are displayed vertically above each column. Genes are displayed to the right of each row and clustered in different groups A, B, C and CHS as evidenced by different colours. Relative levels of expression are indicated by a colour gradient from low (white) to high (orange). Expression data are expressed as the number of mapped reads per Kb of exon per million mapped reads (RPKM).

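In control discs at 0 h, VvSTS5 on chr10 (14298957 to 14300520) had 96.8 RPKM and VvSTS6 (14304787 to 14306350) had 42.5 RPKM, from 4300 and 2101 reads. The 18 genes of group B had a median of 0.68 RPKM, from 0.06 RPKM for VvSTS36, about 3 reads, to 3.52 RPKM for VvSTS29, and 13 of them had less than 1 RPKM. The median of the 11 genes of group C lay between, at 7.32 RPKM, from 1.74 RPKM for VvSTS32 to 22.7 RPKM for VvSTS28. Most of these reads matched several places, 86.7% in group A, 84.4% in group B and 85.3% in group C.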

In agreement with the microarray data shown in Figure 3, VvSTS genes in group A, unlike those in groups B and C, are characterised by significant levels of constitutive expression in young leaves. Furthermore, group A genes are not induced in response to wounding and show only a minor increase in transcription in response to UV-C treatment compared to control discs. In contrast, VvSTS genes in group B are highly responsive to abiotic stress treatments with wounding resulting in increases in transcription ranging from 7 to 186 fold after 24 h. 

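In discs 24 h after wounding, VvSTS5 had 7.64 RPKM and VvSTS6 had 7.15 RPKM, which is 12.7-fold (95% counting interval 11.4 to 14.1) and 5.94-fold (5.33 to 6.63) lower than in control discs. The fall was there in reads with a single match as well, at 11.8-fold for VvSTS5 and 5.20-fold for VvSTS6, and under all 3 rescalings of the libraries. In discs 24 h after UV-C exposure VvSTS5 had 119 RPKM and VvSTS6 had 129 RPKM, which is 1.23-fold (1.19 to 1.28) and 3.03-fold (2.89 to 3.18) higher than in control discs. Against wounded discs of the same time the increase was 15.6-fold for VvSTS5 and 18.0-fold for VvSTS6. At 48 h both were below the control level, at 43.8 and 39.6 RPKM after UV-C exposure and at 15.55 and 10.6 RPKM after downy mildew inoculation.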

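The median ratio of wounded 24 h to control discs over the 18 genes of group B was 66.2 (95% counting interval 52.8 to 79.4). The lowest was 6.82 (5.80 to 8.07) for VvSTS27 and the highest was 528 (187 to 2361) for VvSTS36, whose control level rests on 3.24 reads. The next highest was 186 (118 to 315) for VvSTS7, with 18.0 control reads. Of these, 72% matched several places, and in single-match reads, 5.03 in the control library, its ratio was 333. VvSTS48, at the end of the chr16 cluster (16711818 to 16710281), rose from 0.76 to 125 RPKM, a ratio of 165 (121 to 231). The 5 genes with at least 1 RPKM in both libraries, which are those with the highest control levels, had a median of 22.3. In the same comparison the median identifier of all genes moved by 0.46 on the log2 scale, and rescaling by the median ratio, which removes this shift, gave a group B median of 48.4. The group B median was above the medians of all 10000 random lists of identifiers of like mean level, of which the highest was 3.29. At 48 h after wounding the median ratio to control discs was 30.2.

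**Figure D2:**
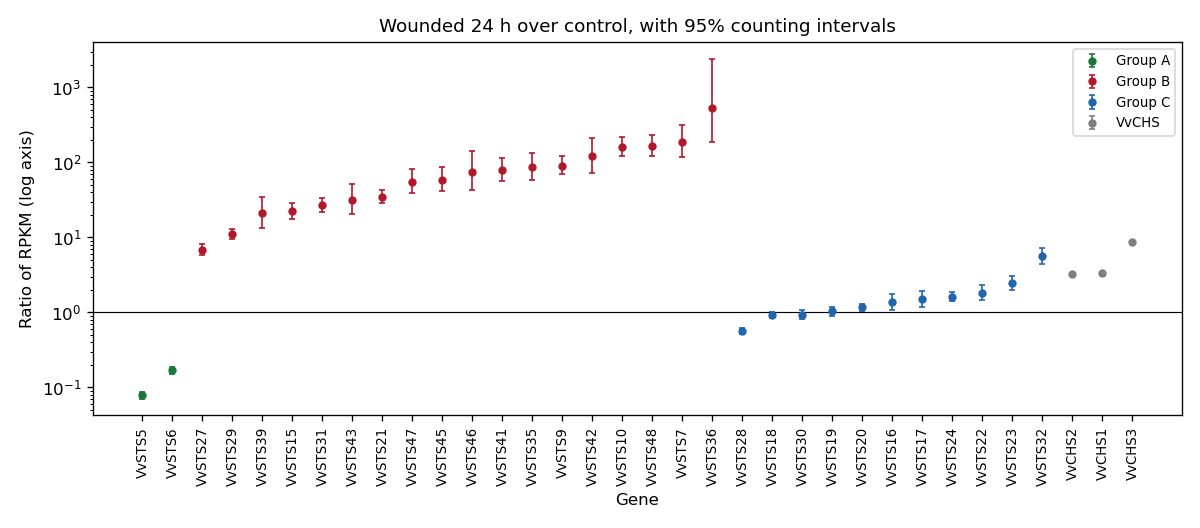
Ratio of RPKM in wounded 24 h discs to control discs (log axis) for each gene, ordered within groups, with 95% counting intervals as bars. Points are single ratios of 1 library to another. All 18 group B genes lie above the line at 1 and the 2 group A genes lie below it.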

When these discs are also exposed to UV-C light there is a further increase in transcription ranging from 11.3 to 27 fold. 

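Between wounded 24 h and UV-C 24 h discs the median ratio in group B was 14.7 (95% counting interval 14.3 to 15.2). It ran from 11.35 (10.9 to 11.8) for VvSTS41 to 33.9 (32.4 to 35.5) for VvSTS36, and the next highest was 27.0 (24.6 to 29.6) for VvSTS39. VvSTS48 reached 1950 RPKM, a ratio of 15.6 (15.2 to 16.0), and was the 16th most abundant of all named identifiers in this library. Against control discs the median was 868-fold (715 to 1117). At 48 h the ratio of UV-C to wounded discs had a median of 10.6. Over all identifiers the median moved by -0.31 on the log2 scale between these libraries, and after rescaling by the median ratio the group B median at 24 h was 18.6. In 10000 random lists of 18 identifiers, matched on mean level, the highest median was 1.97.

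**Figure D3:**
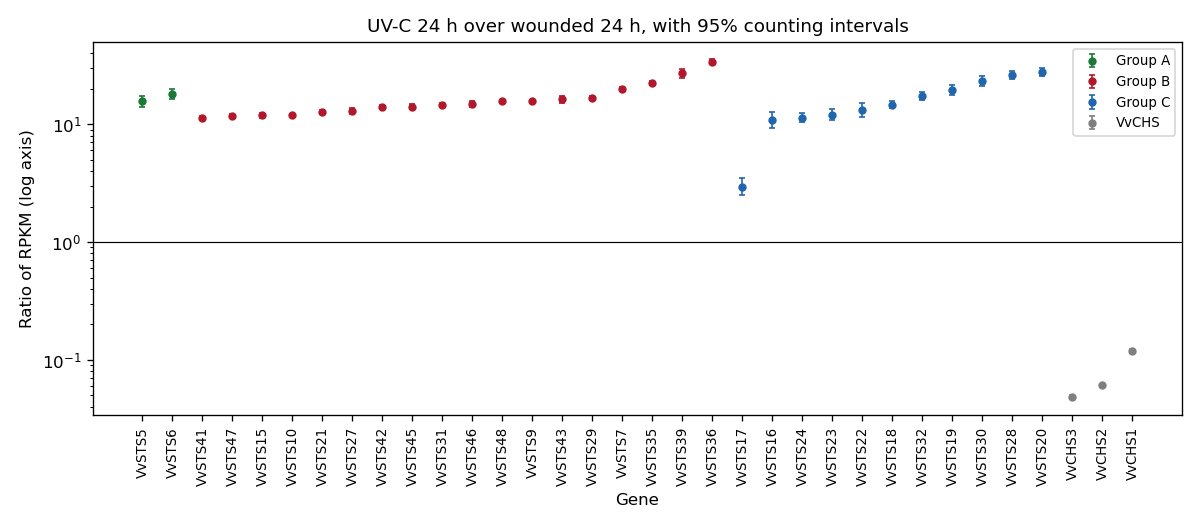
Ratio of RPKM in UV-C 24 h discs to wounded 24 h discs (log axis) for each gene, ordered within groups, with 95% counting intervals as bars. Points are single ratios of 1 library to another. The VvSTS genes lie above the line at 1 and the 3 VvCHS genes lie below it, under each of the 3 rescalings too.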

VvSTS genes in group C appear to show transcriptional responses which are intermediate between those of genes in groups A and B.

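In group C the median ratio of wounded 24 h to control discs was 1.37 (95% counting interval 1.14 to 1.56), and after rescaling by the median ratio it was 0.998. The lowest gene was VvSTS28, which fell to 0.557 of its control level, and the highest was VvSTS32, at 5.61-fold. VvSTS16 had 2.57 RPKM in control discs, 3.51 RPKM in wounded and 37.9 RPKM in UV-C discs at 24 h. Against wounded discs the UV-C ratio at 24 h had a group C median of 14.68 (13.8 to 15.8), from 2.96 for VvSTS17 to 27.6 for VvSTS20, and against control discs it was 20.0 (18.4 to 21.7). At 48 h the median UV-C ratio to wounded discs was 3.44.

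**Figure D4:**
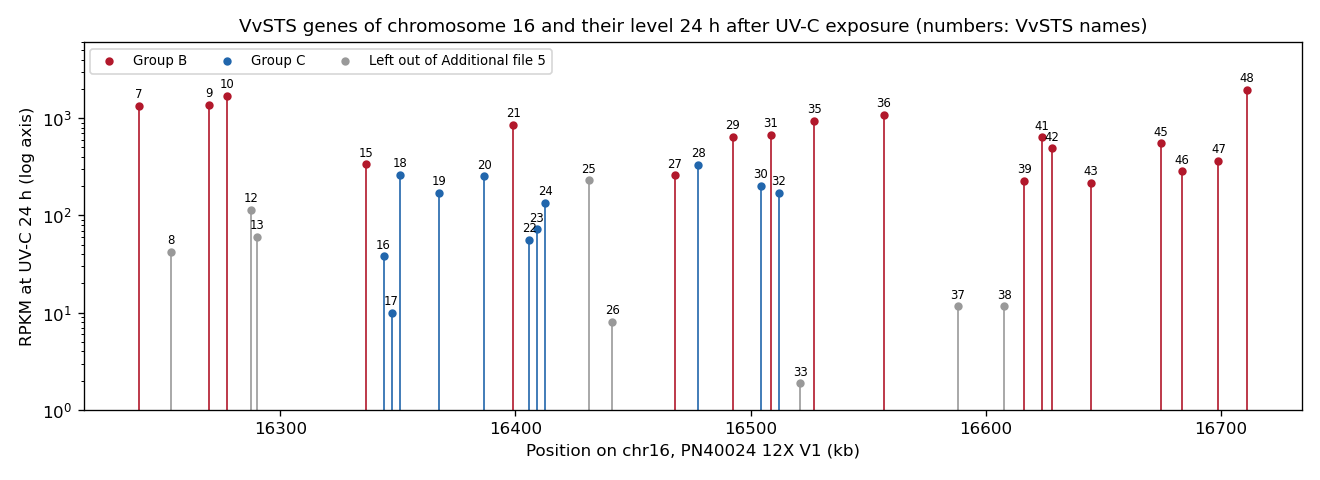
Map of the VvSTS genes on chr16 of the 12X V1 assembly (position in kb) with the level of each in the UV-C 24 h library (RPKM, log axis), coloured by group, with the predictions left out of Additional file 5 in grey. VvSTS37 and VvSTS38 share 1 prediction and so 1 value, 11.6 RPKM. It is divided by an exon length of 15.8 kb and cannot be compared with the levels of the shorter genes. Group C genes run from 9.99 RPKM for VvSTS17 to 332 RPKM for VvSTS28.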

The relationship between VvSTS and VvCHS transcription in young leaf tissues subjected to abiotic stress treatments (Figure 4) appears to be somewhat more complicated than was observed for constitutive expression patterns in different grapevine tissues (Figure 3). 

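VvCHS1 had 217 RPKM in control discs and 721 RPKM 24 h after wounding, a ratio of 3.32 (95% counting interval 3.25 to 3.39). VvCHS2 rose from 336 to 1073 RPKM, a ratio of 3.19 (3.14 to 3.25), and VvCHS3 from 150 to 1299 RPKM, a ratio of 8.66 (8.46 to 8.87). After rescaling by the median ratio the median of the 3 genes was 2.43. Of 10000 random lists of 3 identifiers of like mean level, 1781 had a higher median ratio than the VvCHS genes, which places them at percentile 82.19. Among lists matched on the level in control discs, 12 had a higher median, and the percentile was 99.88. In wounded discs at 48 h their levels were 958, 1199 and 1738 RPKM. Few of their reads matched several places, 8.71% in the control library and 5.87% in the wounded 24 h library.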

As observed with VvSTS genes in groups B and C, wounding led to an increase in transcription of all three VvCHS genes ranging from 3.2-8.7 fold after 24 h. However, in accordance with the inverse transcriptional responses of VvSTS and VvCHS genes observed in a range of different grapevine tissues in Figure 3, the further increase in VvSTS transcription in response to UV-C treatment was accompanied by an 8–20 fold reduction in expression of the VvCHS genes (Figure 4) to levels below that found in control discs.

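In UV-C 24 h discs VvCHS1 had 86.3 RPKM, VvCHS2 had 65.1 RPKM and VvCHS3 had 63.1 RPKM. These levels were 8.35-fold (95% counting interval 8.12 to 8.60), 16.5-fold (16.0 to 17.0) and 20.6-fold (19.9 to 21.3) lower than in wounded discs of the same time. They were 2.52-fold, 5.16-fold and 2.38-fold lower than in control discs, and the median stayed below control under all 3 rescalings. At 48 h the reduction against wounded discs was 11.3-fold for VvCHS1 and 24.4-fold for VvCHS3. The median ratio to wounded discs at 24 h was 0.0607, and 52 of 10000 random lists matched on mean level and 146 of those matched on the wounded library had a lower one. For the ratio to control discs, 2806 of 10000 lists matched on mean level and 5673 of those matched on the control library had a lower median. The fall below control thus did not set the VvCHS genes apart from other genes of like level. In its discussion, the paper proposes, by analogy with a study in Arabidopsis, that stilbene biosynthesis takes precedence over flavonol biosynthesis under stress.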

### Quantitative RT-PCR analyses of selected VvSTS members of groups A, B and C *and VvCHSs* in stressed leaves

The analysis of mRNA-seq data from leaf samples treated by wounding, UV-C exposure and *P. viticola* infection, together with analysis of gene expression atlas in *V. vinifera* cv. Corvina indicated there are differential expression patterns across different VvSTS groups and between members of the VvSTS and VvCHS polyketide synthase families. To confirm and investigate these observations in more detail, the expression patterns of selected members of the VvSTS groups A, B and C i.e. *VvSTS6*, *VvSTS48* and *VvSTS16* and the three grapevine VvCHS genes was monitored using quantitative RT-PCR across a time course series following wounding, UV-C irradiation, and *P. viticola* inoculation of Shiraz leaf tissue (Figures 5 &6).

**Figure 5:**
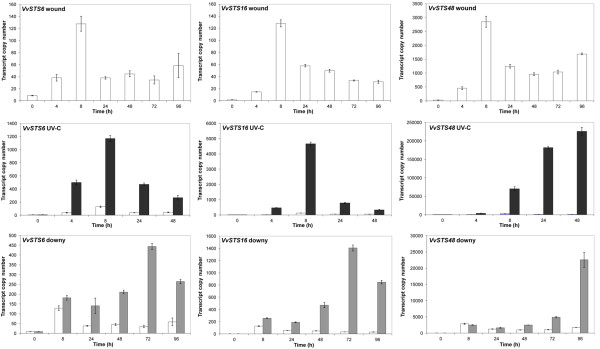
**Expression of grapevine selected*VvSTS6*,*VvSTS16*and*VvSTS48*genes upon abiotic and biotic stresses.** Selected members representative for A- (*VvSTS6*), B- (*VvSTS48*) and C- (*VvSTS16*) subgroups were screened by quantitative RT-PCR in wounded, UV-C exposed and downy mildew infected samples. Transcript are normalised to the expression of elongation factor (*EF1*) and plotted as actual transcript copy number. Bars indicate standard error (SE) in three technical replicates. Empty bars represent wounded samples, which also represent the control for the other treatments. Dark gray bars represent UV-C treated samples. Light gray bars represent downy mildew infected samples.

**Figure 6:**
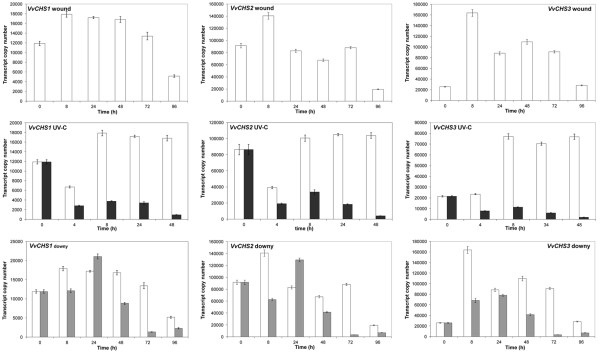
**Expression of grapevine*CHS*genes upon abiotic and biotic stresses.** Grapevine *CHS1*, *CHS2* and *CHS3* genes were screened by quantitative RT-PCR in wounded, UV-C exposed and downy mildew infected samples. Transcript are normalised to the expression of elongation factor (*EF1*) and plotted as actual transcript copy number. Bars indicate standard error (SE) in three technical replicates. Empty bars represent wounded samples, which also represent the control for the other treatments. Dark gray bars represent UV-C treated samples. Light gray bars represent downy mildew infected samples.

Elongation factor *EF1* was selected as the reference gene as it was found to be more stable than 18 S and actin in the wounded and UV-C irradiation treatments (data not shown). Figure 5 illustrates changes in selected *VvSTSs* mRNA transcript levels over time in response to the three applied stresses. The qPCR results confirmed the results of the mRNA-seq experiment with the group B gene *VvSTS48* showing much higher levels of transcript accumulation than VvSTS genes in groups A (*VvSTS6)* and C and (*VvSTS16)* respectively under all stress treatments. However, it is clear from this more detailed expression analysis that *VvSTS6* and *VvSTS16* display a similar pattern of induction in response to these three stress treatments and that the pattern of induction of these group A and C genes is clearly different to that observed for the group B gene, *VvSTS48*. For example, both *VvSTS6* and *VvSTS16* show a peak of transcription at 8 h post UV-C treatment. In contrast, *VvSTS48* shows a continual increase in transcript levels over the whole 48-h period following UV-C treatment. This is well illustrated in Figure 7A, which shows a comparison of the fold-change in gene expression in response to UV-C treatment for these three VvSTS genes. Based on this analysis it would appear that *VvSTS6* and *VvSTS16* actually respond earlier than *VvSTS48* to UV-C treatment. However, it should be noted that the transcriptional activity of *VvSTS48* is such that the level of transcription of this gene in response to wounding alone, at 4 h, is still greater than that observed for *VvSTS6* and *VvSTST16* at 4 h following wounding plus UV-C treatment (Figure 5). Indeed, 8 h after UV-C treatment the level of expression of this group B gene is approximately 60 and 15 fold higher than is observed for the subgroup A and C VvSTS genes respectively.

**Figure 7:**
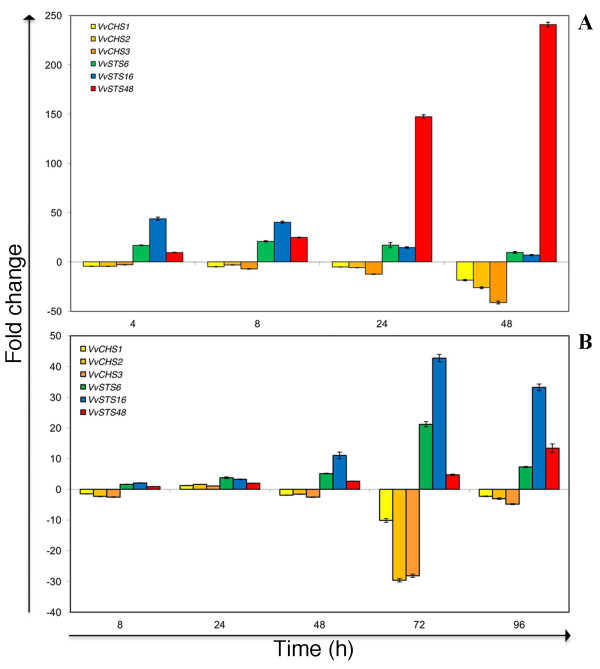
**Relative changes in expression of*VvSTS*and*VvCHS*genes in response to UV-C irradiation and downy mildew infection.** This figure summarizes the fold changes of selected *VvSTS6*, *VvSTS16* and *VvSTS48* and *VvCHSs* genes in UV-C exposed (A) and downy mildew infected leaf discs (B). Fold change was obtained by calculating the ratio between treated (UV-C or downy infected) and untreated (i.e. wounded discs) samples at the same time point.

Differences in the timing of response of these three VvSTS group representatives are also evident from the downy mildew inoculation experiment. In agreement with the mRNA-seq data (Figure 4) there appears little transcriptional response from three VvSTS genes to downy mildew infection within the first 24 h. However, from 48 hpi both *VvSTS6* and *VvSTS16* show a marked increase in transcription peaking at 72 hpi (Figures 5 &7B). In contrast, a significant increase in downy-mildew induced transcription is not observed for *VvSTS48* until 72 hpi and continues to increase up to 96 hpi. Even so, the copy number of this group B gene transcript at 72 hpi is still significantly higher than that observed for the group A and C genes (Figure 5).

Figure 6 shows the patterns of expression observed for the three *VvCHSs* genes in response to the same treatments. As observed in both the Corvina gene expression atlas (Figure 3) and the Pinot noir mRNA-seq analysis (Figure 4), constitutive levels of expression of all three VvCHS genes are much higher than VvSTS genes in young Shiraz leaves (cf. Figures 5 &6). Both *VvCHS1* and *VvCHS2* show only a minor increase in expression upon wounding, although a slight decrease in expression was detected at 96 h after treatment. In contrast, *VvCHS3* showed a 5-fold increase at 8 h after wound treatment, followed by a decrease in expression as observed for the other two VvCHS genes.

Of greater significance is the observation that the application of both the UV-C and downy treatments led to a significant reduction in transcript accumulation of all three VvCHS genes compared to control (wounded-only) discs (Figure 6). This is most clearly displayed in Figure 7, which show that as the combined level of VvSTS transcription increased in response to these biotic and abiotic stress treatments, so the level of transcription of all three VvCHS genes was suppressed by as much as 18–41 fold at 48 h post UV-C treatment (Figure 7A) and 10–30 fold within 72 h of downy mildew inoculation (Figure 7B).

## Discussion

### Expansion of the STS family in grapevine

To date, STS genes have been cloned from several plant species including peanut, sorghum, pine and grapevine [54]. In peanut and pine STS genes are organised in multigenic families composed of 2–5 members, although in the absence of a whole genome sequence for these species an accurate estimate of the number of family members is difficult. Grapevine and sorghum represent the only two species which possess stilbene biosynthetic genes for which the genomes have been completely sequenced. Screening of the sorghum genome sequence revealed the presence of a single, unique STS gene [10; 49]. In this study, a search for STS genes in the most update version of the genome assembly of the grape PN40024 genotype referred to as 12X V1, led to the identification of 48 members, designated *VvSTS1* to *VvSTS48* and included at least 33 full-length coding genes, 8 pseudogenes and 7 sequences that remain to be resolved (Table 1).

The striking size of the grapevine STS gene family, compared to other stilbene-producing plant species, is not surprising given that analysis of the grape genome sequence has already indicated an expansion in the size of other gene families related to secondary metabolism in grapevine [50,51]. For example, it is estimated that there may be up to 35 terpene synthase (*TPS*) genes in grapevine based on the genome assembly of the PN ENTAV 115 genotype [51]. The phenylalanine ammonia-lyase (*PAL*) gene, which encodes for the key enzyme of the phenylpropanoid pathway, has 13 members in grapevine, whereas only 4–8 genes are present in Arabidopsis, rice, and poplar [51]. More recently, Falginella et al. [55] reported on the expansion and subfunctionalization of the grapevine flavonoid 3’,5’-hydroxylase (*F3’5’H*) gene family, responsible for the biosynthesis of precursors of blue anthocyanins. Large-scale (segmental or whole) genome duplication has been recurring during angiosperm evolution and is one of the driving forces in the evolution of genomes and genetic systems [56,57]. Subsequent gene loss and gene rearrangements further affect gene copy number and fractionate ancestral gene lineages across multiple chromosomes. The expansion of the *F3’5’H* family, which is composed of 16 members, appears to be the result of multiple events of segmental and tandem duplications that occurred in the Vitaceae lineage, after the separation from other dicots [55]. Of the 16 copies of *F3'5'H*s present in the PN40024 genome, 15 reside in a tandem array within a 650 Kb region on chr 6 with an isolated copy on chr 8. Although a detailed study of the VvSTS evolution was not the major aim of this study, the model proposed for the *F3’5’H* family could also be applied to the VvSTS gene family. The majority of VvSTS members (*VvSTS7VvSTS48*) are located in a 500 Kb region on chr16, which shows numerous paralogous zones, not only at the level of coding regions, but also in non-coding regions (data not shown) suggesting multiple events of tandem and segmental duplication. Something similar could have happened for members *VvSTS1VvSTS6* located within an 80 Kb region of chr 10. A recent analysis of the genome architecture of the PN40024 line and its high-identity duplication content by [58], identified that 85 Mb out of the 487 Mb comprising the grapevine genome is duplicated. Furthermore, they found that chr 16, which contains the majority of VvSTS family members, has the highest percentage (25.08%) of segmental duplication among the assembled non-random chromosomes.

It is noteworthy that duplicate genes involved in secondary metabolism or involved in the response to exogenous stimuli, appear to be more frequently maintained than duplicate genes belonging to other categories [59-61]. Moreover it’s generally assumed that the maintenance of duplicate genes provides a foundation for consolidation and refinement of established functions, particularly in secondary metabolism, by preserving extra copies that guarantee a gene reservoir for adaptive evolution [62-64]. What is particularly interesting in the case of the STS gene family is that the majority of plants don’t even possess a single STS gene, whilst grapevine has evolved such a large STS gene-reservoir. The fact that a single STS gene is present in the monocot Sorghum [10,49] suggests that the evolution of STS from *CHS*, the common ancestor of PKSs, occurred before the monocot-dicot separation. Nevertheless, it’s difficult to explain the lack of stilbene-producing genes in the majority of plant species and the conservation and retention of many duplicated STS genes in a restricted group of unrelated species. It could be argued that the production of stilbenes did not confer an evolutionary advantage in those species that lost their biosynthetic genes or, on the other hand, that the majority of species were not able to cope with the production of compounds such as resveratrol, that, although related to benefits at low range of concentrations, are phytotoxic to plant cells at higher concentrations [65].

### Structure/Function of VvSTS proteins

All full-length VvSTS coding genes were found to encode proteins of 392 amino acids in length and contain the conserved CHS/STS active site (Additional file 2). In some cases (Table 1), it was not possible, based on currently available sequence information, to determine with certainty whether the genes encode for a complete or truncated ORF. This includes the genes *VvSTS1* and *VvSTS4*, which are particularly interesting as they possess the conserved CHS/STS active site within the truncated allele (Additional file 6).

In a previous study, which compared the enzymological properties of three STS proteins (PdSTS1, PdSTS2 and PdSTS3) and one CHS protein (PdCHSX) from Japanese red pine, it was observed that PdSTS3, which has a frame-shift mutation leading to a premature stop codon, presents a functional divergence compared to the other full-length STS/CHS proteins [47]. In particular, the PdSTS3 protein showed poor solubility compared to PdSTS2, but despite being truncated, still demonstrated a high potential for pinosylvin production. Furthermore, neither pinosylvin nor pinocembrin inhibited the PdSTS3 activity *in vitro*, whereas these metabolites effectively inhibited the activity of both PdSTS2 and PdCHSX. Thus, although the truncated ORFs of *VvSTS1* and *VvSTS4* are shorter than that observed for PdSTS3 (Additional file 6) we cannot rule out the possibility that these truncated alleles may still contribute to stilbene synthesis biosynthesis in grape cells.

Together with the CHSs, STSs represent the most studied enzymes of the plant type III PKS proteins and for this reason this group is often referred as the CHS/STS type III PKS family. The two enzymes compete for the same substrates, share very close amino acid sequences, and possess very similar crystallographic structures [43]. Previous phylogenetic analyses of the STS and CHS families indicated that STSs of Scots pine, peanut and grapevine do not form a separate cluster, but instead cluster with the CHSs proteins from the same or related plants [44]. This observation, reinforced by the observation that only three amino acids exchanges were required within the N-terminal 107 aa of CHS to shift the activity to a STS-type function, suggests that STS may have evolved from *CHS* several times during the course of evolution [44]. In this study, the three *CHS* genes identified in the PN40024 genotype, based on clones previously isolated in Cabernet Sauvignon [66], were included in the phylogenetic analysis performed on the STS family to investigate whether any of the predicted VvSTS proteins cluster more closely to the VvCHS clade. Sequence alignment and phylogenetic tree analyses revealed the existence of 3 VvSTS clades or groups, designated as A, B and C (Figure 2). Group A is composed of genes located on chr10, whereas groups B and C are composed of members located on chr16. However, neighbour-joining analysis indicated that all predicted VvSTS proteins cluster separately from the three VvCHSs, suggesting a conservation of function amongst all VvSTS members. This observation is in agreement with a recent functional study in which 10 different VvSTS genes (including members of each group) were transiently expressed in tobacco and all led to an accumulation of resveratrol and stilbenes, with no evidence for the production of any other products (Parage et al, in preparation).

### Temporal and spatial patterns of STS gene expression in grapevine

Using an expression atlas of *V. vinifera* cv. Corvina (Fasoli *et al.*, in preparation), it was possible to investigate patterns of expression of all of the predicted coding members of the VvSTS and VvCHS gene families in different grapevine tissues and at different developmental stages (Figure 3).

Expression of the majority of VvSTS genes was found to be very low in most non-stressed grapevine tissues analysed. The two exceptions to this were *in vitro* roots and the berry rachis. The high level of VvSTS expression in *in vitro* roots is in agreement with the detection of high levels of oligostilbenes in this organ [67]. Moreover, the propagation of this organ *in vitro* is an artificial procedure that could represent a stress for the plant, leading to the stress-induced transcription of VvSTS genes as observed in Figure 4. The elevated levels of *VvSTSs* expression in the berry rachis, however, are more surprising. What is particularly striking is the dramatic increase in transcription of group B and C VvSTS genes in the rachis during maturation of the Corvina berries while there is no detectable induction of VvSTS genes in the berries themselves (Figure 3). As discussed in more detail below, VvSTS expression in grape tissues such as leaves and berries appears to be strongly associated with senescence. Thus, the results shown in Figure 3 may reflect the fact that the rachis on Corvina berries undergoes maturation and senescence during berry ripening. This is also supported by the fact that rachis are generally brown, dehydrated and lignified by the time berries reach full maturity.

Interestingly, the microarray results did not show any significant increase in VvSTS expression in Corvina berries during both véraison and ripening. This is in contrast with previously reported studies, which indicate that healthy grape berries synthesise stilbene compounds under natural environmental conditions [14,68-70]. However, stilbene production during berry ripening has been shown to be genotype dependent with “high” producers such as Pinot noir producing up to 20 ug resveratrol per g berry fresh wt at maturity [14] compared to a low producer like Corvina which was found to synthesize only 1.5 μg g^-1^ at harvest [68]. It would appear, therefore, that the microarray technique was not sufficiently sensitive to detect the low level changes in VvSTS expression during ripening of the Corvina berries.

In general, VvSTS expression was low in young grape leaves except for two VvSTS gene members of group A. However, as observed for the rachis, grapevine leaves also show a dramatic increase in VvSTS transcription as they reach maturity and begin to senesce (Figure 3). This was true of gene members of each VvSTS group with individual genes increasing by as much as 2 (*VvSTS5*-6) to 130 fold (*VvSTS9*) in senescing leaves compared to young leaves. Leaf senescence is an active and highly regulated process that involves an integrated response of leaf cells to age information and other internal and environmental signals [71]. It is accompanied by a decreased expression of genes related to photosynthesis and protein synthesis and an increase in the expression of hundreds of senescence-associated genes [71]. Many of these genes are associated with the remobilization of nutrients to other developing organs [72]. However, it is not immediately clear as to what role stilbene biosynthesis would play in such a process. The observation that a number of pathogenesis-related (PR) genes are induced during leaf senescence has lead to the suggestion that the senescence program might have incorporated features of the pathogen-defense response to protect the senescing leaf against opportunistic pathogens [73]. Alternatively, the induction of STS genes in senescing leaves may simply be a consequence of changes in the levels of various phytohormones including abscissic acid (ABA), salicylic acid (SA), jasmonates (JA) and ethylene which are known to play an important role in regulating leaf senescence and which have also been shown to be involved in the induction of stilbene biosynthesis. For example, treatment of Cabernet Sauvignon cuttings with Ethephon, an ethylene-releasing compound, resulted in an enhancement of both *PAL* and STS gene induction leading to an increase in phytoalexins biosynthesis by [31]. Similarly, JA, another key hormone in the senescence response, has been shown to induce high levels of STS transcription in cell cultures of *V. vinifera* cv. Cabernet Sauvignon [74]. Therefore, it is likely that the increased expression of STS genes during leaf senescence is related to an accumulation of hormones such as ethylene and jasmonates, which are well known to be involved in these particular plants developmental stages.

### Stress-induced VvSTS gene expression in grapevine tissues

The majority of previous studies on the accumulation of stilbene compounds and their biosynthetic genes performed on peanut and grapevine tissues, indicated that these genes are highly inducible in response to a number of biotic and abiotic stresses including mechanical damage [24,25], UV-C light irradiation [26,27], treatments with chemicals such as aluminium ions, cyclodextrins and ozone [28-30] and infection, including powdery mildew, downy mildew and gray mold [35-40]. Although these studies have made important contributions to our general understanding of the behaviour of stilbene biosynthetic genes, in light of the information we now have regarding the size of the VvSTS gene family and the strong sequence conservation amongst its members, the interpretation of some of this data needs to be reconsidered. To this end, we investigated the transcriptional response of all of the predicted coding members of the VvSTS and VvCHS gene families to three abiotic stress treatments (post-harvest drying, wounding and exposure to UV-C radiation) and one biotic treatment (downy mildew infection) using either grape berries or grape leaves.

The process of post-harvest berry drying (berry withering) involves harvesting of ripe grapes and allowing them to dry over a period of three months in a naturally ventilated room. Its primary purpose is to alter berry quality characteristics and increase the concentration of simple sugars in the production of dessert and fortified wines typical of the Valpolicella region in Italy. However, the drying of harvested grapes in this way results in a loss of over 30% of their weight through evaporation during this post-harvest treatment [30] and, as such, imposes a significant water stress on the berries. It also results in a dramatic induction of the majority of VvSTS genes (Figure 3) demonstrating that drying berries are still capable of undergoing a significant stress response. Versari et al. [68] previously observed an increase in the resveratrol content of skins sampled from Corvina berries which had undergone an artificial berry withering treatment. A later study by Zamboni et al. [30] showed that berry withering was associated with an increase in the transcription of a range of genes involved in hexose metabolism and transport, cell wall composition, and secondary metabolism including a number of VvSTS genes. Our data extends these original observations to show that nearly all of the VvSTS gene members are markedly induced by the dehydration stress. Furthermore the increase in VvSTS expression was detected predominately within skin of the drying grape berry (Additional files 3 and 4). This is in agreement with the immuno-detection of STS proteins performed on berry extracts by Fornara et al. [75] who showed that STS protein is located mainly in berry exocarp during the véraison phase and is detected only occasionally within the mesocarp.

In order to obtain more control over the stress treatments imposed, the second set of experiments employed young rapidly expanding leaves harvested from glasshouse-grown *V. vinifera* cv. Pinot noir plants and utilised whole transcriptome mRNA-seq analysis to investigate the expression patterns of all of the predicted coding members of the VvSTS and VvCHS gene families in response to mechanical wounding, UV-C exposure and downy mildew (*P. viticola*) infection. In agreement with data obtained from the Corvina expression atlas (Figure 3), there appears to be a much higher level of constitutive expression of the group A VvSTS gene family members (*VvSTS5* and *VvSTS6*) than VvSTS gene members belonging to groups B and C raising the question as to the role of group A VvSTS proteins in young leaves. In terms of stress-induced expression, the results indicate that among the three stress treatments examined, UV-C exposure resulted in the highest VvSTS induction, followed by downy mildew infection and wounding (Figure 4), confirming previous observations [76]. The much larger increase in VvSTS induction in response to UV-C exposure may reflect the much larger number of cells within the leaf disc that are subjected to UV-C exposure compared to the wounding and downy mildew treatments which are only affecting a subset of cells. The data also indicates that members within the same VvSTS groups are not only related through protein homology (Figure 2) but also appear to show similar transcriptional responses (Figure 4). Thus, members of group B showed the highest response to all stress treatments, whereas group C members showed a reduced response, while the two group A genes showed little or no transcriptional response to the three stress treatments imposed.

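The similarity of responses was measured as the root mean square difference between 2 genes over the 7 libraries, in log2 of RPKM plus 0.1, after the mean of each gene over the libraries was taken off. Within a group the median difference was 0.41 for the pair of group A genes, 0.62 over the 153 pairs of group B and 0.71 over the 55 pairs of group C. Between groups it was 2.95 for groups A and B, 1.28 for groups A and C and 1.84 for groups B and C. Single pairs overlapped, from 0.166 to 2.11 within group B, 0.194 to 1.39 within group C and 0.163 to 3.38 between them. The closest pair of all thus crossed groups B and C. The profile of 30 of 31 genes was closest to the median profile of the other genes of its group. The exception was VvSTS27 of group B. Since most reads of these genes matched several places, genes of 1 group may not have independent levels. Whether these reads were shared within or between groups was not tested.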

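Against control discs, the median level 24 h after downy mildew inoculation was 71.9-fold higher in group B (95% counting interval 59.7 to 87.2), 2.31-fold higher in group C (1.91 to 2.57) and 4.54-fold lower in group A. At 48 h it was 73.7-fold higher in group B, 2.32-fold higher in group C and 4.87-fold lower in group A. At 48 h after UV-C exposure it was 305-fold higher in group B, 5.12-fold higher in group C and 1.45-fold lower in group A. Against wounded discs of the same time, the group B median for downy mildew was the lowest of the 3 groups at 24 h, and at 48 h it lay above that of group A and near that of group C.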

In an attempt to validate the different stress-induced transcriptional responses within the VvSTS gene family, a more detailed analysis of individual members of group A (*VvSTS6*), group B (*VvSTS48*) and group C (*VvSTS16*) was undertaken using qPCR (Figure 5). The qPCR analysis confirmed the significant differences in the quantitative response of these different group members to the different abiotic and biotic stress treatments observed using the mRNA-seq analysis (Figure 4). At the peak of induction, the transcript copy number of *VvSTS48* was found to be 15–50 fold higher than the levels of *VvSTS16* and *VvSTS6*. If one assumes there are no major differences in translational efficiency between these different transcripts, this means that the bulk of the observed increase in the biosynthetic capacity of the stilbene pathway under stress conditions would appear to be contributed by the group B VvSTS family members.

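In the mRNA-seq values the 18 genes of group B made up 7.47% of the summed VvSTS level in control discs and 89.0% in wounded 24 h discs. The share was 87.7% and 90.8% 24 and 48 h after UV-C exposure, and 84.8% and 83.6% 24 and 48 h after downy mildew inoculation. The level of VvSTS48 was 0.0179 of that of VvSTS6 in control discs, and 15.1-fold (95% counting interval 14.8 to 15.5) that of VvSTS6 at UV-C 24 h. It was 51.4-fold (49.3 to 53.7) that of VvSTS16 in the same library. At UV-C 48 h these ratios were 22.2 (21.3 to 23.2) and 126 (113 to 140). In the wounded and downy mildew libraries they ran from 10.8 to 17.5 for VvSTS6 and from 20.7 to 35.6 for VvSTS16. The ratio to VvSTS16 was thus the larger in each library. In the paper's qPCR analysis of Shiraz discs, at an earlier time after UV-C exposure, the ratio to VvSTS6 was the larger. Cultivar, method and time differ between these values, and the cause of the difference was not tested.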

Not only did qPCR analysis of stress-induced VvSTS induction in grape leaves confirm the quantitative differences in the transcriptional response of the different group members, it also demonstrated clear differences in the pattern and timing of the response to the different abiotic and biotic stress treatments. The transcriptional response of *VvSTS6* and *VvSTS16* to both UV-C treatment and downy mildew infection appears to be similar and more rapid than the response of *VvSTS48* (Figures 5 &7) leading one to speculate that the genes within the VvSTS groups A and C may be responding to different transcriptional signals to those in group B. The differential timing in the stress-response of VvSTS genes from the different groups provides an explanation for previous observations that total STS transcription in grape cells, as detected with Northern blot assays or PCR using generic primers, following stress or elicitor treatment, is often observed to be biphasic [27,76,77]. Indeed, Wiese et al. [77] previously suggested that the biphasic nature of the VvSTS response indicated that the VvSTS gene family may be divided into two groups: some expressed early with rapid degradation of the mRNA and others which are expressed later, providing more stable mRNA.

The different patterns of transcriptional response between the VvSTS groups further suggest that these genes may be responding to different signalling pathways. Both the JA and ethylene signalling pathways have previously been shown to have a role in STS transcription [31-33,74,78,79]. Faurie et al. [80] were able to show that co-treatment of Cabernet sauvignon suspension cells with methyl-jasmonate (MeJ) + Ethephon (ethylene) not only led to both a higher level of total stilbenes and VvSTS transcription compared to treatment with either elicitor alone, but also resulted in a biphasic pattern of transcription which was not observed in cells treated with MeJ or Ethephon only. These observations lend support to the hypothesis that VvSTS genes within the different groups respond to different stress/defense signalling pathways.

Transcriptional subfunctionalization has also been reported between the 15 members of the *F3’5’H* family [55], where the development of structural variation in the promoter regions of recently duplicated gene copies has led to differences in member-specific patterns of accumulation across organs, developmental stages and cultivars. Indeed, in the absence of transcriptional subfunctionalization, it would be hard to explain the retention of so many functionally identical VvSTS gene family members.

One question yet to be resolved is the identity of the transcription factor(s) which regulate VvSTS transcription. The expression of phenylpropanoid pathway genes is regulated by the binding of R3R3-type MYB transcription factors (TFs) to highly conserved *cis*-elements in their promoters [81,82]. Over the last few years a number of R2R3-type MYB TFs have been identified which regulate flavonol pathway genes in grapevine [83-87], however, to date, no transcription factor responsible for the regulation of VvSTS transcription has been reported. We have undertaken a PTM (Pavlidis Template matching) analysis of the whole mRNA-seq dataset for all 26,346 genes annotated in the 12X V1 PN40024 assembly to identify TF genes that show co-expression with VvSTS under the different stress conditions applied. This has resulted in the identification of two R3R3-MYB candidates which we believe have a role in the transcriptional regulation of the stilbene biosynthetic pathway (Vannozzi *et al.*, in preparation).

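Ordered by the group B median, the libraries run from UV-C 24 h through UV-C 48 h, downy mildew 48 h, downy mildew 24 h, wounded 24 h and wounded 48 h to control. Of 27456 identifiers outside the VvSTS and VvCHS families, 116 had their levels in exactly this order. The looser order of UV-C above wounded and downy mildew above control held for 1557 identifiers outside the families, for 18 of 18 group B genes and for 22 of 31 VvSTS genes. Of the 1557, 87 were also at least 10-fold higher in UV-C 24 h than in wounded 24 h discs and at least 5-fold higher in wounded 24 h than in control discs. With 7 libraries and no replicates such an order describes these libraries and was not tested. None of the identifiers in the files could be paired with a gene symbol, so transcription factors among them were not analysed here.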

### Differential regulation of VvSTS and VvCHS genes in grapevine during development and in response to stress

Although there appears to have been little divergence in sequence since the evolution of STS from CHS, there has been sufficient mutation to lead to changes in the products synthesised. These products clearly fulfill very different roles in plant growth and development. Chalcone synthase catalyses the first committed step of the flavonoid biosynthetic pathway, which leads to the synthesis of anthocyanins, tannins and flavonols. Stilbene synthase, on the other hand, appears to function primarily as a stress-response protein, and has been implicated to have a role in defence against pathogens including powdery mildew, downy mildew and *Botrytis cinerea*[88,89]. As these two proteins represent branch points in the same pathway, the diversion of carbon skeletons into either secondary metabolism via CHS or stilbenic defence compounds via STS would be expected to be under tight control.

Evidence for the existence of crosstalk between these two pathways in grapevine cells is clearly evident from the analysis of gene expression data in Corvina tissues at various developmental stages (Figure 3). Tissues in which VvSTS expression levels are generally low i.e. stem, bud, young leaves, rachis at fruit set and developing berries are characterised by high constitutive expression of at least one of the three different VvCHS genes (Figure 3). Conversely, expression of all three VvCHS genes is suppressed in tissues in which VvSTS transcription is strongly induced i.e. roots, senescing leaves, maturing rachi and berries undergoing withering treatment. A similar pattern of inverse expression patterns between the members of the VvSTS and VvCHS gene families is also evident in grape leaves exposed to UV-C or inoculated with downy mildew (Figure 7). While both stress treatments resulted in dramatic increase in VvSTS transcription, the expression of all three VvCHS genes was strongly suppressed relative to the untreated leaf discs.

While a number of previous studies have shown that the expression of *CHS* can be induced by UV-A and UV-B light and pathogen infection (reviewed in [90]), this is the first study, to our knowledge, that has investigated the effect of UV-C light on *CHS* transcription. The other major difference between our study and previous investigations is that our research has been carried out on grapevine which has a highly evolved stilbene biosynthetic pathway which is strongly induced by both UV-C and downy mildew infection. As such, one might expect there to be an enhanced level of cross-talk between the flavonoid and stilbene biosynthetic pathways in grapevine.

It has been well documented that the triggering of defence pathways in plants causes a suppression of genes associated with photosynthesis and basic metabolism leading to the suggestion that there is a diversion of metabolic resources from general metabolism to defense-related metabolism, during pathogen attack. This is particularly true for the flavonoid pathway, which has been shown to be suppressed in a number of different plant species following exposure to fungal pathogens or fungal elicitors [91-94]. Recently Schenke et al. [95] demonstrated that the induction of biosynthetic pathways, in Arabidopsis, responsible for the synthesis of lignin and the phytoalexin scopoletin, by the bacterial elicitor flg22, was associated with a strong suppression of flavonol biosynthesis genes including CHS. They concluded that as flavonols, lignin and scopoletin are all derived from phenylalanine, that under stress conditions, the plant appears to refocuses it’s metabolism on the production of scopoletin and lignin, at the expense of flavonol. We propose that a similar antagonistic relationship exists between flavonol biosynthesis and stilbene biosynthesis in grapevine and that during periods of abiotic or biotic stress, stilbene biosynthesis takes precedence over flavonol biosynthesis.

How might this antagonistic relationship be regulated? In Arabidopsis, it appears that the antagonistic relationship between the flavonol and stress/defense biosynthetic pathways involves the action of at least two opposing MYB TFs: MYB12 (positive regulator) and MYB4 (negative regulator), which compete for binding to MYB-recognition elements within the promoters of the flavonol biosynthetic pathway genes. We are currently investigating whether R2R3-MYB candidates in grapevine might also repress the transcription of the VvCHS genes during the induction of the stilbene biosynthesis pathway.

## Conclusions

The sequencing of the grapevine genome, together with the vertiginous development of next generation sequencing technologies constitute a powerful tool for gene search and studies concerning their evolution, expression and function. This study embodies a particularly significant example of the advantages provided by these new tools, providing a detailed description of the expression patterns of each VvSTS genes in an extremely conserved gene family such as the one here described. This is the first study to our knowledge that describes the behaviour of the VvSTS gene family focusing on each single member and taking into account the strong sequence conservation that characterizes it. Using this approach we have demonstrated transcriptional subfunctionalization amongst different members of the VvSTS gene family. Furthermore we provide evidence for the co-ordinated transcriptional regulation of the VvSTS and VvCHS gene families which may serve to regulate the flow of carbon via these two competing metabolic pathways.

## Methods

### Grapevine tissues

For mRNA-sequencing analysis leaves were obtained from field grown vines at the “Lucio Toniolo” experimental farm of the University of Padova (Legnaro, PD, Italy). *V. vinifera* cv. Pinot noir plants (clone 115 on K5BB rootstock) were obtained from a certified nursery (Vitis Rauscedo, Pordenone, Italy). For quantitative RT-PCR analyses leaves of *V. vinifera* cv Shiraz were obtained and samples from potted glasshouse vines at the Waite Campus (Adelaide, South Australia, latitude 34°56’ south, longitude 138°36’ east). Grapevines were propagated from dormant cuttings obtained from the Riverland Vine Improvement Committee (Monash, South Australia).

### Database search, gene structure determination and chromosomal locations of grapevine STS genes

Protein sequences encoded by STS genes in grapevine were identified using BLAST [96] at the Genoscope BLAST server [97] providing the 8.4X and 12X V0 assembly coverage of the PN40024 genotype [50], and at the National Centre for Biotechnology Information (NCBI) [98]. The search was extended by consulting an uploaded version of the PN40024 12X assembly coverage, designated as V1, kindly provided by Prof. Giorgio Valle (University of Padova, Italy) [99]. A BLASTP search of the proteome database of the Genoscope Genome Project was carried out using the HMM (Hidden Markov Model) for the CHS/STS active site (PS00441) obtained from Prosite [100]. An e-value of 1e-3 was set to avoid false positives. To further increase the extent of the database search results, a tBlastN search of the genome sequence using one of the deduced protein sequences obtained from the Genoscope protein database was also performed in an attempt to capture VvSTS members that might have been missed using the GAZE and JIGSAW predictions and not included in the grapevine proteome database. Sequences were edited and analysed using Vector NTI v9 (Invitrogen) and gene structure was deduced from Genoscope gene annotation or from manual annotation based on the genomic sequences provided by Genoscope and comparison with the corresponding EST and deduced protein sequences for paralogous VvSTS genes. The chromosomal location of VvSTS genes was deduced using the BLAT server and additional physical localization tools at the Genoscope Genome Project website. Fragmentary predictions in the 12X PN40024 genomic sequence due to mistakes in the V1 assembly were substituted by corresponding sequences obtained from the parallel IASMA sequencing project obtained from the PN ENTAV 115 genotype [51] available at the NCBI database server.

### Phylogeny reconstruction and bootstrap analysis

A multiple sequence alignment (MSA) of the VvSTS deduced proteins, was performed using the E-INSI tool of the MAFFT 6.0 software [101], which takes into account the possibility of large gaps in the alignments. Three CHS proteins corresponding to CHS1 (AB015872; Vv14s0068g00930), CHS2 (AB066275; Vv14s0068g00920) and CHS3 (AB066274; Vv05s0136g00260) [66] were also included in the analysis. An unrooted phylogenetic tree was generated with the neighbour-joining method [102] using MEGA 5.0 software [103]. The best protein substitution model was chosen using the ProtTest suite [104]. Reliability of tree obtained was tested using bootstrapping with 1000 replicates. Resulting trees were edited and modified using Treedyn software (http://www.treedyn.org).

### Analysis of a gene expression atlas of *V. vinifera* cv. Corvina development

The expression patterns of VvSTS genes predicted from the analysis of the grapevine genome releases was analysed in a global *V. vinifera* cv. Corvina (clone 48) gene expression atlas of different organs at various developmental stages. Microarray data were kindly provided from Prof. Mario Pezzotti (University of Verona, Italy) for the following tissues: *in vitro* roots, green stem, buds after budburst (rosette of leaf tips visible), young leaves (leaves collected from shoots with only 5 leaves), senescing leaves (leaves at the beginning of leaf-fall), berry rachis (from fruit-set to ripening), flowers (50% cap-fall) and berry pericarp (from fruit set to ripe). In addition, berries were also examined which had undergone post-harvesting withering for 1–3 months after harvest. VvSTS genes encoding for an incomplete ORF were excluded from the analysis. Genes not represented by a 12X V1 identifier were also excluded. Data were analysed and expressed graphically by mean of MeV (Multi Experiment Viewer) software [105].

### mRNA-seq samples preparation and sequencing

For mRNA-seq analysis, leaf discs (15 mm diameter) were punched from healthy leaves detached from *V. vinifera* cv. Pinot noir glasshouse-grown vines. Discs were randomly selected from the third/forth leaves collected from different vines, subjected to abiotic and biotic stresses as described below and incubated upside down on moist 3MM filter paper in large Petri dishes. Punching of discs was considered as a wounding treatment *per se*, and as a control for other treatments. The UV-C treatment was achieved by exposing the abaxial surface of the discs to 30 W UV-C light for 10 mins at a distance of 10 cm. Downy mildew (*Plasmopara viticola*) infection was carried out spraying a solution containing downy mildew sporangia at concentration of 10^5^ sporangia ml^-1^. Pinot noir leaf discs were sampled at 0, 24 and 48 h after each treatment and total RNA extracted using the “Spectrum Plant total RNA Kit (Sigma) according to manufacturer’s instructions. RNA samples obtained from different plants were pooled, and 1μg of total RNA was retrotranscribed using the SuperScript III First Strand Synthesis System for RT-PCR (Invitrogen) with the oligo (dT)^20^ primer according to manufacturer’s instructions. The first-strand cDNA was initially analysed for the presence of VvSTS transcripts by PCR using the degenerate oligonucleotides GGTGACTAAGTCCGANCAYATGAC and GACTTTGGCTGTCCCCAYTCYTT designed using CODEHOP (Consensus-Degenerate Hybrid Oligonucleotide Primers) software [106] to ensure that the desired induction had been obtained. . Subsequently, 5 μg of the same RNA pools were used for mRNA-seq library preparation and Illumina® sequencing at the Institute of Applied Genomic (IGA, Udine, Italy). Each library had an insert size of 200 bp, and 36 to 39 bp paired ends reads sequenced on an Illumina Genome Analyzer IIx (GAIIx).

### Alignment and analysis of Illumina reads against the *V. vinifera* genome

Paired end reads obtained by Illumina mRNA-seq sequencing were aligned using both the 8.4X and 12X V1 coverage assembly of the PN40024 genotype sequence. Alignment of reads against the 8.4X reference genome assembly was carried out using CLC Genomic Workbench software (http://www.clcbio.com) at the Institute of Applied Genomics (IGA, Udine, Italy). Sequence alignment against the 12X V1 coverage, was performed using ELAND, an un-gapped alignment software package, which is part of the Illumina pipeline version 1.32. In both the alignments a maximum of two mismatches per read was set and, for an accurate measurement of gene expression, both unique reads and reads that occur up to ten times were included, to avoid underestimating the number of genes with closely related paralogues such as VvSTS. VvSTS members wrongly predicted (*VvSTS1VvSTS3VvSTS33* and *VvSTS34*) or encoding for an incomplete ORF were excluded from the analysis. Genes not represented by a 12X V1 identifier were also excluded. Data were analysed and expressed graphically by mean of MeV (Multi Experiment Viewer) software (http://tm4.org/mev/; [105]).

### Differential gene expression analysis

The evaluation of gene expression was performed on the mRNA-seq data obtained from the 8.4X and the 12X V1 coverage respectively with CLC Genomic workbench and ERANGE 3.1 programs [107]. In both cases, the transcriptional activity of each gene was defined as the number of mapped reads per kilobase of exon per million mapped reads (RPKM):

(1) $$RPKM=\frac{total\;exon\;reads}{mapped\;reads(million)\times exon\;length(Kb)}$$

Both programs compute the normalized gene locus expression level by assigning reads to their site of origin and counting them. In the case of reads that match equally in multiple loci, they are distributed proportionally to the weight of expression level given by specific single-matching reads. This means that if there are 10 reads that match two different genes with equal exon length, the two reads will be distributed according to the number of unique matches for these two genes. 

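The deposited fraction of reads with several matches shows how much of each level rests on this step. Over all named identifiers such reads were 7.44% of the reads counted on genes in the control library, 13.9% at UV-C 24 h and 15.1% at UV-C 48 h. For the 31 VvSTS genes together they were 86.0% in the control library and 72.7% at UV-C 24 h. VvSTS36 had 55% single-match reads at UV-C 24 h and none in the control library, and for VvSTS42 and VvSTS46 the control library also held no single-match read.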

The gene that has the highest number of unique matches will thus get a greater proportion of the 10 reads. If a read has more hits than specified with this maximum number of hits setting, it will be ignored. Expression values were graphically represented using Multi Experiment Viewer software (MeV; http://www.tm4.org/mev/; [105]).

### Validation of mRNA-seq data by quantitative real-time PCR expression analysis

Leaf discs (15 mm diameter) were punched from healthy leaves detached from glasshouse-grown *V. vinifera* cv. Shiraz vines. Discs were obtained from leaves belonging to different plants and showing similar age based on size and node positions in plants, treated with the same different biotic and abiotic stresses previously described and incubated upside down on 3MM moist filter paper in large Petri dishes at 22°C under 12 h light / 12 h dark conditions until harvest at which point discs were immediately frozen in liquid nitrogen and stored at −80°C until RNA extraction. Five discs were randomly chosen from different treatments, at 0, 8, 16, 24, 48, 72 and 96 h after wound treatment, 0, 4, 8, 24 and 48 h after UV-C treatment and 0, 8, 24, 48 an 48 h after downy inoculation, dried with absorbent paper and immediately frozen in liquid nitrogen until extraction.

Selective primers were designed across dissimilar exonic DNA stretches or using a 3’-terminal SNP between the perfect match of the target gene-copy and the mismatched annealing site of paralogous sequences. Melt curve analysis, agarose gel electrophoresis, and DNA sequencing validated the absence of illegitimate cross-amplification of other paralogues. Expression analyses were carried by quantitative real-time PCR using a Sybr green method on a Rotor-Gene 3000 (Corbett Research, Mortlake, Australia) thermal cycler. Each 15ul PCR reaction contained 330 nM of each primer, 2ul of diluted cDNA, 1X FastStart Sybr green (Roche) and sterile water. The thermal cycling conditions used were 94°C for 10 min followed by 40 cycles of: 95°C for 30 s, 60°C for 30 s, and 72°C for 30 s, followed by a melt cycle with 1°C increments from 55 to 96°C. Real time PCR data processing was performed using the standard curve method. Standard curves were constructed using 10-fold serial dilutions, using cDNA from samples and stages in which the specific gene-copy was expressed or, if not possible, genomic DNA. In order to compare the expression level of different members belonging to the same PKS family, the actual transcript copy number was calculated based on the length of the product of amplification and its concentration in standard dilutions used to calculate the expression level. After testing the suitability of 18 S, actin and elongation factor EF1 for use of reference genes, elongation factor was selected for normalization of all samples analysed. The expression of each target gene was calculated relative to the expression of elongation factor in each cDNA using Rotor-Gene 6 Software (Corbett Research, Mortlake, Australia) to calculate CT values, observe melt profiles, extrapolate the concentration and measure primer pairs efficiencies. The primers used were: *VvSTS6*, VvSTS6F2 5’-GTTGTGCTGCATAGCGTTGC-3’ and 5’-GATTTAATTGGAAATTGTCCCCTTC-3’; *VvSTS16*, VvSTS16F2 5’-CTTTTGACCCAATTGGAATCAAC-3’ and VvSTS16R3 5’-TGACATGTTCCCATATTCACTTAG-3’; *VvSTS48*, VvSTS48F 5’-CTTGAAGGGGGAAAATGCT-3’ and VvSTS48R 5’-TTACTGCATTGAAGGGTA AACC-3’.

## Competing interest

Authors declare that in the past five years have not received reimbursements, fees, funding, or salary from an organization that may in any way gain or lose financially from the publication of this manuscript, either now or in the future. Authors do not hold any stocks or shares in an organization that may in any way gain or lose financially from the publication of this manuscript, either now or in the future. Authors do not hold or are currently applying for any patents relating to the content of the manuscript. Authors did not receive reimbursements, fees, funding, or salary from an organization that holds or has applied for patents relating to the content of the manuscript. Authors do not have any other financial or non-financial (political, personal, religious, ideological, academic, intellectual, commercial or any other) competing interest to declare in relation to this manuscript.

## Authors’ contributions

AV conceived the design of this study, planned and conducted most of the lab experiments, performed the bioinformatic data analysis and wrote the manuscript; IBD strongly contributed to the experimental planning, to the interpretation of results and participated in drafting the manuscript; MF and SZ analyzed and kindly provided data obtained from *V. vinfera* cv. Corvina expression Atlas; ML devised and supervised the study, contributed in interpretation of results and critically revised the manuscript. All authors have read and approved the final manuscript. The mRNA-seq data were submitted to Gene Expression Omnibus (NCBI) and are accessible through GEO accession number GSE37743.

## Supplementary Material

Additional file 1 **Description of mutations/SNPs in predicted*VvSTS*gene sequences from comparison of published grape genome sequences (PN40024 & PN ENTAV 115) and reads obtained from mRNA-seq analysis in this study.** Click here for file

Additional file 2 **Alignment of*VvSTS*and*VvCHS*protein sequences.** This figure shows the alignment of three entire VvSTSs deduced protein sequences representative of A- (VvSTS6), B- (VvSTS48) and C- (VvSTS16) groups with the three VvCHS proteins. The alignment was determined using MAFFT software and edited with GeneDoc software. The conserved CHS/STS active site is highlighted in green and differences in amino acid residues between VvSTS and VvCHS are highlighted in red. Click here for file

Additional file 3 **Robust Multichip Average (RMA) normalised expression data for selected*VvSTS*and*VvCHS*genes in the*V. vinifera*cv Corvina atlas.** Each hybridization was carried out on a NibleGen microarray 090818 Vitis exp HX12 (Roche, NimbleGen Inv., Madison, WI), representing 29549 predicted genes on the basis of the 12X grapevine V1 gene prediction version (http://srs.ebi.ac.uk/). The chip probe design is available at the following URL: http.//ddlab.sci.univr.it/FunctionalGenomics/. Normalised expression data here reported are limited to a subset of selected genes (VvSTS and VvCHS) and tissues from the whole data set (Fasoli *et al*., in preparation) and represent the averaged intensity of each gene in three biological replicates of each sample. A Pearson Correlation was previously carried out to evaluate the consistency of the biological replicates in each sample (R software). Y, young leaf; FS, fruit-set; S, senescence; G, green stem; AB, bud-burst; PFS, post fruit-set; V, véraison; MR, mid-ripe; R, ripe; F, flowering (50% cap-fall); PHWI, post-harvest withering I (1^st^ month); PHWII, post-harvest withering II (2^nd^ month); PHWIII, post-harvest withering III (3^rd^ month). Click here for file

Additional file 4 **Expression image of the complete*VvSTS*family in Corvina Berries undergoing withering process.** This picture illustrate more in detail the expression of VvSTS and VvCHS genes in berry tissues (skin and flesh) during the last developmental phases and withering process. Expression values are normalised based on the mean expression value of each gene in all tissues/organs analysed. Different organs/tissues are displayed vertically above each column. VvSTS gene names are displayed to the right of each row and are clustered in different groups A, B, C according to protein homology as shown in Figure 2. Click here for file

Additional file 5 ***VvSTS*and*VvCHS*genes RPKM expression data obtained from Illumina Genome Analyser II (GAII).** Here we report the RPKM expression values of all VvSTS and VvCHS considered in this study (Figure 4). 

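The deposited values were compared with this table for all its 34 genes in the 7 libraries, and 238 of 238 values were equal.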

Data shown were obtained by aligning paired end reads on the 12X V1 coverage assembly of the PN40024 genome sequence with ELAND, an ungapped alignment software package, which is part of the Illumina pipeline version 1.32. Differential gene expression analyses were performed by ERANGE 3.1 program. A maximum of two mismatches was set and, for an accurate measurement of gene expression, both unique reads and reads that occur up to ten times were included, to avoid underestimating the number of genes with closely related paralogues such as *VvSTSs*. Click here for file

Additional file 6 **Alignment of truncated*STS*protein sequences.** VvSTS1 and VvSTS4 deduced truncated proteins were aligned with a grapevine full-length STS (VvSTS48) and the three STS genes from *P.densiflora* (PdSTS1, PdSTS2 and PdSTS3). Alignment was obtained using MAFFT software and edited with GeneDoc software. The CHS/STS active site is highlighted in green. Stop codons are highlighted in red for those sequences considered of interest because they still contain the active site. Click here for file

# Supplementary material for: Genome-wide analysis of the grapevine stilbene synthase multigenic family: genomic organization and expression profiles upon biotic and abiotic stresses
**Source:** BMC Plant Biol. 2012 Aug 3;12:130. doi: 10.1186/1471-2229-12-130
**Supplement:** Additional file 1 — Description of mutations/SNPs in predictedVvSTSgene sequences from comparison of published grape genome sequences (PN40024 & PN ENTAV 115) and reads obtained from mRNA-seq analysis in this study.

**Additional File 1**

Description of mutations/SNPs in predicted *VvSTS* gene sequences from comparison of published grape genome sequences (PN40024 & PN ENTAV 115) and reads obtained from mRNAseq analysis in this study.

***VvSTS*1**

This single gene is represented by 3 different predictions in the PN40024 12X V1 coverage: Vv10s0042g00840, Vv10s0042g00850 and Vv10s0042g00860.

PN40024: a “T” residue at nt position 700 in the predicted cDNA (nt 1087 in the predicted gene) determines a premature STOP codon at aa position 234;

PN ENTAV 115: the closest sequence to *VvSTS1* shows the same mutation causing a premature STOP codon at aa position 234;

PN mRNAseq: 48 specific reads matching with the PN40024 reference transcript in the region carrying the ambiguous nt; “T” residue is predicted in 42 reads (truncated ORF), “C” residue is predicted in 6 reads (complete ORF);

Prediction: *VvST1* ORF is unsure based on available sequence information as there is evidence from mRNA-seq data that there may be a full length allele expressed.

***VvSTS2***

PN40024: The first 46 nucleotides of predicted ORF do not code for a *VvSTS* protein. A single nucleotide deletion at position 477 of predicted cDNA (nt 868 of predicted gene starting from the first ATG upstream the STS coding sequence) determines a frame-shift mutation and a STOP codon at aa position 206 of deduced protein;

PN ENTAV 115: the first 46 nt of the closest sequence to *VvSTS2* encode for a correct STS. Single nucleotide (G) insertion at nt position 477 of cDNA (nt 869 starting from the STS ATG). Single nucleotide (C) insertion at position 498 of cDNA (nt 890 of the gene) determines a frame-shift mutation and a STOP codon at aa position 181 of deduced protein;

PN mRNAseq: no specific reads matching with PN40024 reference genome in the region carrying the deletion;

Prediction: *VvST2* is not coding for a complete STS ORF based on sequence information.

***VvSTS3***

This single gene is represented by two different predictions in the PN40024 12X V1 coverage: Vv10s0042g00880 and Vv10s0042g00890.

PN40024: “A” residue at nt position 458 of predicted cDNA (nt 843 in the predicted gene) determines a premature STOP codon at aa position 153 of deduced protein;

PN ENTAV 115: the closest sequence to *VvSTS3* shows a C residue at nt position 458 of predicted cDNA predicting a Serine residue at position 153 instead the stop codon and a complete ORF;

PN mRNAseq: 40 specific reads matching with PN40024 reference genome in the region carrying the SNP/mutation. A predicted in all 40 reads.

Prediction: *VvSTS3* gene is not predictable based on sequence information as there is evidence from PN ENTAV genotype there may be a full coding allele.

***VvSTS4***

PN40024: “A” residue at position nt 1101 of predicted cDNA (nt 1486 of predicted gene) determines premature STOP codon at aa position 367 of deduced protein;

PN ENTAV 115: the closest sequence to VvSTS4 carries a “R” [A or G] residue at the position nt 1101 of predicted cDNA encoding for both truncated and complete ORFs;

PN mRNAseq: no specific reads matching with PN40024 reference genome in the region carrying the SNP/mutation;

Prediction: *VvST4* ORF is unsure based on available sequence information as there is evidence from PN ENTAV 115 genotype there may be a full coding allele.

***VvSTS8***

PN40024: T at position nt 283 of predicted cDNA (nt 641 of predicted gene) causes a premature STOP codon at aa position 95;

PN ENTAV 115: C at the position nt 283 of predicted cDNA of the closest sequence to *VvSTS8* predicts a complete ORF;

PN mRNAseq: 101 specific reads matching with PN40024 reference genome in the region carrying the SNP/mutation. 

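In the libraries of leaf discs, the prediction of VvSTS8 on chr16, Vv16s0100g00760, has an exon length of 0.486 kb. It had 0.34 RPKM in control discs, from 6.05 reads, and 42.3 RPKM 24 h after UV-C exposure, from 925 reads, of which 50% matched several places. The specific reads counted in the supplement come from the sequence itself and were not analysed here.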

G predicted in 3 reads, T predicted in 98 reads;

Prediction: *VvSTS8* gene is unsure based on available sequence information as there is evidence from PN ENTAV 115 genotype there may be a full coding allele.

***VvSTS11***

PN40024: gene fragment. No prediction corresponding to this sequence on the 12X V1 coverage. The sequence is 233 nt long and correspond to the 3’end of the gene in the PN20024 coverage. The gene codifies for the last 76aa at the C-term of the protein;

PN ENTAV 115: the closest sequence to *VvSTS34* was confirmed to be a gene fragment;

PN mRNAseq: no specific reads matching with this gene fragment in the PN40024 reference genome;

Prediction: *VvSTS11* gene is not coding for a complete STS ORF.

***VvSTS12***

PN40024: sequence incomplete because of gaps in the assembly;

PN ENTAV 115: complete sequence encoding for a full length ORF;

PN mRNAseq: no specific reads matching with PN ENTAV VvSTS12 gene region;

Prediction: *VvSTS12* is not predictable based on available sequence information as there is only one sequence available.

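The prediction of VvSTS12, Vv16s0100g00800, was left out of Additional file 5. Its level in the deposited values was 2.87 RPKM in control discs, 7.73 RPKM 24 h after wounding and 114 RPKM 24 h after UV-C exposure, where 80% of its reads matched several places.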

***VvSTS13***

PN40024: sequence incomplete because of gaps in the assembly;

PN ENTAV 115: complete sequence encoding for a full length ORF;

PN mRNAseq: no specific reads matching with PN ENTAV VvSTS13 gene region;

Prediction: *VvSTS13* is not predictable based on available sequence information as there is only one sequence available.

***VvSTS14***

PN40024: sequence incomplete because of gaps in the assembly;

PN ENTAV 115: An insertion at position 84 of the deduced cDNA causing a frame-shift mutation and a premature STOP codon at aa position 35;

PN mRNAseq: no specific reads matching with PN40024 reference genome in the region carrying the insertion;

Prediction: *VvSTS14* gene is not coding for a complete STS ORF.

***VvSTS18***

PN40024: T at nt position 553 in the predicted cDNA (nt 744 in the gene) causes a premature STOP codon at aa position 185;

PN ENTAV 115: C at at nt position 553 in the predicted cDNA of the closest sequence to *VvSTS18* encodes for complete ORF;

PN mRNAseq: 73 specific reads matching with PN40024 reference genome in the region carrying the SNP/mutation. A predicted in 1 reads, C predicted in 20 reads, T predicted in 52 reads;

Prediction: *VvSTS18* gene is coding for a complete STS ORF as one genotype plus mRNAseq data support the presence of a full length ORF

***VvSTS25***

PN40024: sequence incomplete because of gaps in the assembly;

PN ENTAV 115: complete sequence encoding for a full length ORF;

PN mRNAseq: no specific reads matching with PN ENTAV VvSTS25 gene region;

***VvSTS26***

PN40024: the sequence is incomplete because of gaps in the assembly;

PN ENTAV 115: the closest sequence to VvSTS26 present a 5 nt insertion at position 101 of predicted cDNA causing a frame-shift and a premature STOP codon at aa position 62;

PN mRNAseq: no specific reads matching with PN ENTAV 115 reference genome in the region carrying the insertion

Prediction: *VvST26* is not coding for a complete ORF based on available sequence information as there is only one genome available where it encodes a truncated protein.

***VvSTS33***

PN40024: A single nucleotide deletion (C) at position 246 of the deduced cDNA and insertion (A) at position 741 cause a frame-shift that cover the protein for 109 aa.

PN ENTAV 115: The closest sequence to *VvSTS33* showed the same single nucleotide deletion (C) at position 246 of the deduced cDNA and insertion (A) at position 741.

PN mRNAseq: no specific reads matching with PN40024 reference genome in the region carrying the insertion;

Prediction: *VvSTS33* ORF is not coding for a complete STS ORF as it shows the same mutation in both genomes.

***VvSTS34***

PN40024: gene fragment. The sequence is 453 nt in length and correspond to the 3’end of the gene in the and codify for the last 151 aa at the C-term of the protein;

PN ENTAV 115: the closest sequence to VvSTS34 was confirmed to be a gene fragment;

PN mRNAseq: no specific reads matching with this gene fragment in the PN40024 reference genome;

Prediction: *VvSTS34* ORF is not coding for a complete STS ORF as it shows the same mutation in both genomes.

***VvSTS40***

PN40024: T at nt position 283 of the predicted cDNA causes a premature STOP codon at aa position 95. A single T at nt position 514 causes a second STOP codon at position 172;

PN ENTAV 115: T at nt position 283 of the predicted cDNA causes a premature STOP codon at aa position 95. A single T at nt position 514 causes a second STOP codon at position 172;

PN mRNAseq: no specific reads matching with this gene fragment in the PN40024 reference genome;

Prediction: *VvSTS40* ORF is not coding for a complete STS ORF as it shows the same mutation in both genomes.

***VvSTS44***

PN40024: T at nt position 283 of the predicted cDNA causes a premature STOP codon at aa position 95. A single T at nt position 514 causes a second STOP codon at position 172;

PN ENTAV 115: T at nt position 283 of the predicted cDNA causes a premature STOP codon at aa position 95. A single T at nt position 514 causes a second STOP codon at position 172;

PN mRNAseq: no specific reads matching with this gene fragment in the PN40024 reference genome;

Prediction: *VvSTS40* ORF is not coding for a complete STS ORF as it shows the same mutation in both genomes.

# Supplementary material for: Genome-wide analysis of the grapevine stilbene synthase multigenic family: genomic organization and expression profiles upon biotic and abiotic stresses
**Source:** BMC Plant Biol. 2012 Aug 3;12:130. doi: 10.1186/1471-2229-12-130
**Supplement:** Additional file 2 — Alignment ofVvSTSandVvCHSprotein sequences. This figure shows the alignment of three entire VvSTSs deduced protein sequences representative of A- (VvSTS6), B- (VvSTS48) and C- (VvSTS16) groups with the three VvCHS proteins. The alignment was determined using MAFFT software and edited with GeneDoc software. The conserved CHS/STS active site is highlighted in green and differences in amino acid residues between VvSTS and VvCHS are highlighted in red.

|         |   |                                                                                  |   |    |   |    |   |    |  |
|---------|---|----------------------------------------------------------------------------------|---|----|---|----|---|----|--|
|         | * | 20                                                                               | * | 40 | * | 60 | * | 80 |  |
| VvSTS6  | : | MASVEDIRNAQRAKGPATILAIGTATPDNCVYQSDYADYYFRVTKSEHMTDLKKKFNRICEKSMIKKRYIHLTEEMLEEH | : | 80 |   |    |   |    |  |
| VvSTS16 | : | .....E.....V.....L.....F.....E.....D.....S.....                                  | : | 80 |   |    |   |    |  |
| VvSTS48 | : | .....EF.....H.....E.....D.....                                                   | : | 80 |   |    |   |    |  |
| VvCHS1  | : | .V..AE..K...E...V.....A....A..P....I.N....E..E..K.M.....N...M....I.K.N           | : | 80 |   |    |   |    |  |
| VvCHS2  | : | .V..GE..KS...E...V.....A....A..P....I.N....E..E..K.M.....N...M....I.K.N          | : | 80 |   |    |   |    |  |
| VvCHS3  | : | .VT.NEV.....E...VM.....P...D..T.P....I.N...K.E..E..K.M.D.....M....I.K.N          | : | 80 |   |    |   |    |  |

|         |   |                                                                              |   |     |   |     |   |     |  |
|---------|---|------------------------------------------------------------------------------|---|-----|---|-----|---|-----|--|
|         | * | 100                                                                          | * | 120 | * | 140 | * | 160 |  |
| VvSTS6  | : | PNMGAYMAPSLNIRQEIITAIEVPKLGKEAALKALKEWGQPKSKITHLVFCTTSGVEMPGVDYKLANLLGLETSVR | : | 160 |   |     |   |     |  |
| VvSTS16 | : | ..I.....A.....                                                               | : | 160 |   |     |   |     |  |
| VvSTS48 | : | ..I.....R..RD.....A.....                                                     | : | 160 |   |     |   |     |  |
| VvCHS1  | : | ..VC.....DA..DMVVV.....V..I.....D..A..Q.TK...KP..K..L.M.                     | : | 160 |   |     |   |     |  |
| VvCHS2  | : | ..VC.....DA..DMVVV.....V..I.....D..A..Q.TK...KP..K..L.M.                     | : | 160 |   |     |   |     |  |
| VvCHS3  | : | ..VCE...A..DA..DMVVV.....A..I.....D..A..Q.TK...RP..K..F.M.                   | : | 160 |   |     |   |     |  |

|         |   |                                                    |   |     |   |     |   |     |  |
|---------|---|----------------------------------------------------|---|-----|---|-----|---|-----|--|
|         | * | 180                                                | * | 200 | * | 220 | * | 240 |  |
| VvSTS6  | : | HQGCYAGGTVLR                                       | : | 240 |   |     |   |     |  |
| VvSTS16 | : | .....T.....L.....                                  | : | 240 |   |     |   |     |  |
| VvSTS48 | : | .....DA.....S.....V.....                           | : | 240 |   |     |   |     |  |
| VvCHS1  | : | .....L.....S.....A.....D.....A.....I.A...K.....E.. | : | 240 |   |     |   |     |  |
| VvCHS2  | : | .....L.....A.....D.....A..I..I.A...K.....E..       | : | 240 |   |     |   |     |  |
| VvCHS3  | : | .....L.....K.....A.....D.....A.....IPGV.K.M.E..    | : | 240 |   |     |   |     |  |

|         |   |                                                                                   |   |     |   |     |   |     |  |
|---------|---|-----------------------------------------------------------------------------------|---|-----|---|-----|---|-----|--|
|         | * | 260                                                                               | * | 280 | * | 300 | * | 320 |  |
| VvSTS6  | : | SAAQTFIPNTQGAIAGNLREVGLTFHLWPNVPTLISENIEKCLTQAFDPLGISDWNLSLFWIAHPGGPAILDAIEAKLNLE | : | 320 |   |     |   |     |  |
| VvSTS16 | : | .....N.....I..N.....N.V....S.D                                                    | : | 320 |   |     |   |     |  |
| VvSTS48 | : | .....SA.....V.....                                                                | : | 320 |   |     |   |     |  |
| VvCHS1  | : | .....IL.DSE...D.H.....LKD..G...K...S.VE..T.I.....QV.L..G.K                        | : | 320 |   |     |   |     |  |
| VvCHS2  | : | .....IL.DSE...D.H.....LKD..G...K...S.VE..K.I.....QV.L..G.K                        | : | 320 |   |     |   |     |  |
| VvCHS3  | : | .....IL.DSD...D.H.....LKD..G...K...S.NE..Q....K...I.....QV.E..A.K                 | : | 320 |   |     |   |     |  |

|         |   |                                                                            |   |     |   |     |   |  |
|---------|---|----------------------------------------------------------------------------|---|-----|---|-----|---|--|
|         | * | 340                                                                        | * | 360 | * | 380 | * |  |
| VvSTS6  | : | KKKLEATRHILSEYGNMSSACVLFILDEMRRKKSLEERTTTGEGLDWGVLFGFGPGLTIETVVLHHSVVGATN- | : | 392 |   |     |   |  |
| VvSTS16 | : | .Q..K...V.....M.....QK.....IPRDS.-                                         | : | 392 |   |     |   |  |
| VvSTS48 | : | .....V.....G.NA.....IPTV.-                                                 | : | 392 |   |     |   |  |
| VvCHS1  | : | EE..R...V.....IE.GKAS....E.....V.....SAPPAH                                | : | 393 |   |     |   |  |
| VvCHS2  | : | EE..R...V.....IE.GKG....E.....V.....LATQSTH                                | : | 393 |   |     |   |  |
| VvCHS3  | : | PE..RS...V.....R..AE.GLK....E.....V.....ST----                             | : | 389 |   |     |   |  |

# Supplementary material for: Genome-wide analysis of the grapevine stilbene synthase multigenic family: genomic organization and expression profiles upon biotic and abiotic stresses
**Source:** BMC Plant Biol. 2012 Aug 3;12:130. doi: 10.1186/1471-2229-12-130
**Supplement:** Additional file 6 — Alignment of truncatedSTSprotein sequences. VvSTS1 and VvSTS4 deduced truncated proteins were aligned with a grapevine full-length STS (VvSTS48) and the three STS genes from P.densiflora (PdSTS1, PdSTS2 and PdSTS3). Alignment was obtained using MAFFT software and edited with GeneDoc software. The CHS/STS active site is highlighted in green. Stop codons are highlighted in red for those sequences considered of interest because they still contain the active site.

```

      *      20      *      40      *      60      *      80
VvSTS48 : M--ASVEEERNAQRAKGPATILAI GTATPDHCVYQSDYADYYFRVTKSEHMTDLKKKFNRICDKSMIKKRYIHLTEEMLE : 78
VvSTS1  : M--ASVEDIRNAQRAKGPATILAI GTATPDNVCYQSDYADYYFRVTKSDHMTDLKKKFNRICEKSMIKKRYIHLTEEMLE : 78
VvSTS4  : M--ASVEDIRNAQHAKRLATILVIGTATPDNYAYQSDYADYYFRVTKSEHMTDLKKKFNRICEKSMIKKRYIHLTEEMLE : 78
PdSTS1  : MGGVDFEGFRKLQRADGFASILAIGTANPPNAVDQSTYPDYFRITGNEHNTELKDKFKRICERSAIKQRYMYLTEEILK : 80
PdSTS2  : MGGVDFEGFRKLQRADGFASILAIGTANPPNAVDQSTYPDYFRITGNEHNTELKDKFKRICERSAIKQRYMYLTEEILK : 80
PdSTS3  : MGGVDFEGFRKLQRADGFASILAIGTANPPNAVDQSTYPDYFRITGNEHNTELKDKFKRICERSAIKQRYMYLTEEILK : 80
      M      E      R      QrA      g      A      ILaIGTA      P      n      v      QS      Y      DYYFR      T      eH      T      LK      KF      Rice      S      IK      RY      LTEE      L

      *      100     *      120     *      140     *      160
VvSTS48 : EHPNIGAYM-APSLNIRQEIITA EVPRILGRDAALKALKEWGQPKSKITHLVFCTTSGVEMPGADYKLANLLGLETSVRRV : 157
VvSTS1  : EHPNMGAYM-APSLNIRQEIITA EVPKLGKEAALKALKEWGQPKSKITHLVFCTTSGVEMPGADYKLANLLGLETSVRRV : 157
VvSTS4  : EHPNMGAYM-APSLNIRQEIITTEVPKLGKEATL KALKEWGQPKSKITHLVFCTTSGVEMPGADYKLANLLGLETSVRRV : 157
PdSTS1  : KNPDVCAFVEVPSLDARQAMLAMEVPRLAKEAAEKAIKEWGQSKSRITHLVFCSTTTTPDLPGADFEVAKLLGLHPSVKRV : 160
PdSTS2  : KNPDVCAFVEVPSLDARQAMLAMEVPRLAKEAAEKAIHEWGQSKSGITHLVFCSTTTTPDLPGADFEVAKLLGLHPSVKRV : 160
PdSTS3  : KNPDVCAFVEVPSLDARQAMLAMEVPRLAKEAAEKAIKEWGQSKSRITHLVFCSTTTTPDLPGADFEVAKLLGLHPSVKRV : 160
      P      A      PSL      rQ      EVPR      L      keAa      KA      kEWGQ      KS      ITHL      FC      T      PGAD      A      LLGL      SV      RV

      *      180     *      200     *      220     *      240
VvSTS48 : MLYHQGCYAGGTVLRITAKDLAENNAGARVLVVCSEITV VTRFGPSEDA LDSL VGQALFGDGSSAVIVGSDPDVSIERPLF : 237
VvSTS1  : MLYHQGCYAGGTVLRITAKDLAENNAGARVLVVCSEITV VTRFGPSETHLDSL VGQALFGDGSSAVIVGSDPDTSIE~ : 233
VvSTS4  : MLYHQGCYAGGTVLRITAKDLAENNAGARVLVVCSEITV VTRFGPSETHLDSL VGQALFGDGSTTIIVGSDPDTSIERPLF : 237
PdSTS1  : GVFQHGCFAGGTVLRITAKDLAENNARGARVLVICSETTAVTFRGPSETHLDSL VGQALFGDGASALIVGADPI PQVEKACF : 240
PdSTS2  : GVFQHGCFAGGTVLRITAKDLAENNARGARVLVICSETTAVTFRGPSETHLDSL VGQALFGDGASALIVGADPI PQVEKACF : 240
PdSTS3  : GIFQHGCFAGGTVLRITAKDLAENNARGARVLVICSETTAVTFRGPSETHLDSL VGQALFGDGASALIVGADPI PQVEKACF : 240
      GC      AGGTVLR      AKDLAENN      GARVLV      CSE      T      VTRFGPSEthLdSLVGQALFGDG      a      IVG      DP      E      f

      *      260     *      280     *      300     *      320
VvSTS48 : QLVSAQTFI P NSAGATA CNLREVGLTFH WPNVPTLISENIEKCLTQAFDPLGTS DWN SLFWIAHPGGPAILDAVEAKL : 317
VvSTS1  : ~~~~~~ : -
VvSTS4  : QLISAAQTFI P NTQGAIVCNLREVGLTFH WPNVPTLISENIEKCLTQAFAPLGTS DWN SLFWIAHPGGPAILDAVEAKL : 317
PdSTS1  : EIVWTAQT VVPDSEGAIGK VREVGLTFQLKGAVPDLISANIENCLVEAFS QFKIS DWNKLFWV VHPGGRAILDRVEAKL : 320
PdSTS2  : EIVRTSQT VVPNSDGAIGK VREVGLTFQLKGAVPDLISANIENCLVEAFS QFKIC DWNKLFWV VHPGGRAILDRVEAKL : 320
PdSTS3  : EIVWTAQT VVPNSEGAIGK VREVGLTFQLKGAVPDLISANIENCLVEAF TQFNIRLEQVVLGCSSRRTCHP~ : 312
      qt      p      gai      g      revgltf      l      vp      lis      nie      cl      af      i

      *      340     *      360     *      380     *
VvSTS48 : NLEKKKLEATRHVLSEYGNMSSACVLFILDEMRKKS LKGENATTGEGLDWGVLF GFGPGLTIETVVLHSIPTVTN : 392
VvSTS1  : ~~~~~~ : -
VvSTS4  : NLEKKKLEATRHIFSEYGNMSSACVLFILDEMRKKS LKEERTTTGKELD~ : 366
PdSTS1  : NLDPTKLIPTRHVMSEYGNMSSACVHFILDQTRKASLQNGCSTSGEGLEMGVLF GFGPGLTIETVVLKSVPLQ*~ : 393
PdSTS2  : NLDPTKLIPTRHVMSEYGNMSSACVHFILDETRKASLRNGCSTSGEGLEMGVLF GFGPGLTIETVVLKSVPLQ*~ : 393
PdSTS3  : ~~~~~~ : -

```

How the deposited data were processed for this re-analysis (not part of the article)

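The data are mRNA-seq values of leaf discs of V. vinifera cv Pinot noir in 7 libraries: control discs at 0 h, and discs 24 and 48 h after wounding, UV-C exposure and inoculation with P. viticola. Each library was made from 1 pool of RNA, so no condition has a replicate. The authors aligned the reads with ELAND to the PN40024 12X V1 assembly, with at most 2 mismatches and up to 10 matching places, and counted them on the 12X V1 gene predictions with ERANGE, which shares reads with several matches in proportion to single-match reads. The authors deposited RPKM values, the fraction of each gene's reads that matched several places, and the exon length of each prediction. The alignment to the 8.4X assembly that the paper also describes was not analysed here.

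Values were read from the files of single libraries for 27504 named identifiers. They were equal to the table of the whole series for all of them, so the alternative of using that table changes nothing and has no values of its own. Each library also has between 2508 and 2529 entries without an identifier, which hold at most 0.574% of the reads on genes and were left out. The VvSTS and VvCHS genes were matched by the identifiers of Table 1 and of Additional file 5. Of the 48 VvSTS genes of Table 1, 5 have no identifier. The main gene set is the 31 VvSTS genes and 3 VvCHS genes of Additional file 5, with 2 genes in group A, 18 in group B and 11 in group C. The identifiers of the files matched 0 entries of the reference table of gene symbols, so no gene outside the families is named.

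Named in the text are the VvSTS genes of Table 1 and the 3 VvCHS genes. Full values are given for VvSTS5, VvSTS6, VvSTS48, VvSTS16, the VvCHS genes, and the genes with the lowest and the highest ratio of a group. Outside the families, the 2 identifiers with the highest and the 2 with the lowest ratio of UV-C 24 h to wounded 24 h discs are named, among those with at least 1 RPKM in both libraries. This rule was set before the data were examined, although the values of Additional file 5 had been seen by then. VvSTS7 and VvSTS39, next to the highest ratios of group B, and VvSTS36, VvSTS42 and VvSTS46, for their single-match reads, were singled out after their values were seen.

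The number of mapped reads of each library was recovered from RPKM values multiplied by exon length, for identifiers shorter than 0.8 kb with fewer than 12 reads and without reads of several matches. At the recovered depths between 74.9% and 96.7% of these values were within 0.1 of a whole number of reads. The method was tested on simulated data. Read counts behind each value follow from this depth, between 21820000 and 44940000 mapped reads per library. Intervals at 95% are exact binomial (Clopper-Pearson) for ratios of a gene and from Poisson resampling of the counts for group medians. They and the floor of 3 counts, used for a ratio against 0, cover counting error only.

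All comparisons are ratios of RPKM between 2 libraries or counts of genes, without tests. Counts over all identifiers used a filter of at least 1 RPKM in either library, a pseudocount of 0.1 RPKM and a limit of 2-fold. On simulated data for UV-C 24 h over wounded 24 h, with 27504 genes, 200 of 200 genes changed 4-fold passed this limit, as did 19 of 18146 unchanged genes. The changed genes had mean levels above 5 RPKM, and their exact change was put in after the counts were drawn. Their passing was therefore nearly fixed in advance. The unchanged genes carried counting error only, so their number gives no error rate for real libraries, which also differ between plants. Each group's median ratio was placed among the medians of 10000 random lists of the same size, drawn from the 200 identifiers nearest in mean level to each gene. The alternatives set before the data were examined were pseudocounts of 0.1 and 1 RPKM, rescaling of the libraries by the median ratio, the 75th percentile or the sum, filters at 1 and 5 RPKM or none, all VvSTS genes of Table 1 as the gene set, control discs as baseline, wounding at 48 h, differences of at least 1.2-fold, and random lists matched on the baseline library. Ratios in single-match reads only were added after the data had been seen, for genes with at least 3 such reads in each library. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.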

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

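All tests of explanations in this part were chosen after the results were seen.

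Of the 14 identifiers of Table 1 that the paper left out of its expression analysis, 10 had a level at UV-C 24 h above that of control discs beyond the counting interval. At UV-C 24 h the level was 66.6 RPKM for VvSTS2, 104 for VvSTS3 (Vv10s0042g00890), 10.8 for VvSTS4, 42.3 for VvSTS8, 114 for VvSTS12, 60.2 for VvSTS13, 229 for VvSTS25, 8.13 for VvSTS26, 1.88 for VvSTS33 and 11.6 for the prediction of VvSTS37 and VvSTS38. The last of these levels is divided by an exon length of 15.8 kb and cannot be compared with the others. Against control discs the ratio ran from 1.23 for VvSTS3 to 290.5 for VvSTS37 and VvSTS38. VvSTS33 was listed at 0 in control discs. Against a floor of 3 reads in the control library its ratio was 14.7, with a lower limit of the counting interval of 11.5. Reads with several matches, which were between 28% and 97% of their reads at UV-C 24 h, are not the whole source of the rise, since single-match reads alone rose beyond counting error for 9 of the 10 identifiers, also when the 2 ends of each fragment were counted as 1 and the rounding of the listed shares was taken against the rise. For VvSTS26, which had 0 such reads in the control library and 6.75 at UV-C 24 h, the lower limit of the ratio was then 0.255, so reads with several matches stay open as the source of its rise. The scaling of the libraries does not account for it either, as all 10 stayed above control under the 3 rescalings. A strain variant against the reference, by which reads of another gene copy of the sequenced vine match a prediction best, cannot be told apart from expression of the prediction, because the sequences of 0 libraries were analysed here. A response of these genes to UV-C like that of the other VvSTS genes stays open as well.

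Outside the families, the identifiers with the highest ratio of UV-C 24 h to wounded 24 h discs were Vv12s0035g00570, with 379 RPKM at UV-C 24 h and a ratio of 188 (95% counting interval 145 to 248), and Vv14s0128g00570, with 3440 RPKM and a ratio of 121 (114 to 129). Both are listed at 0 in control discs, and the paper does not report on them. In reads with a single match the lower of both ratios was 87.7, so reads shared between paralogs do not account for the rise. Under the 3 rescalings the lower was 118. At 48 h, in separate libraries, the ratios of UV-C to wounded discs were 179 and 354, so a difference in the UV-C 24 h or the wounded 24 h library alone does not account for it. A response to UV-C stays open as a hypothesis.

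The VvCHS genes changed in opposite directions between 24 and 48 h in wounded and in downy mildew discs, a difference that was not tested since each condition has 1 library. All 3 rose in wounded discs, with a median 48 h over 24 h ratio of 1.33, and all 3 fell in downy mildew discs, with a median of 0.814, so the second ratio was 0.612 of the first. After rescaling by the median ratio this was 0.607, and in single-match reads 0.608, which argues against the scaling of the libraries and against reads shared between paralogs as the cause. The lower depth of the downy mildew 48 h library does not account for the fall, since the highest upper limit of the counting intervals was 0.858. A difference between libraries or lanes that is not due to the treatment cannot be told apart from an effect of the infection, because there is 1 library per condition.

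The group C genes fell from 24 to 48 h in wounded discs, with a median ratio of 0.919, and in UV-C discs, with a median of 0.270, and rose in downy mildew discs, with a median of 1.10. These differences were not tested. The downy mildew ratio was 1.19 times that in wounded discs and 4.06 times that in UV-C discs. After rescaling by the median ratio the contrasts were 1.18 and 3.87, and the directions stayed opposite, which argues against the scaling of the libraries. Reads shared between paralogs stay open as an explanation: in single-match reads the downy mildew median was 0.989, with 5 genes above 1 and 6 below, and the contrasts were 1.01 with wounded discs and 4.47 with UV-C discs. The opposite directions may therefore rest on how reads with several matches were shared out. An effect of the infection and a difference between single libraries also stay open.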

How the results depend on the processing

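The ratios in single-match reads were chosen after the data had been seen, and all other alternatives in this part were set before. The libraries carry no replicate numbers by which to pair them, and pairing the treatments by time of sampling was not tried. Where no cause is named for a change, the cause was not tested.

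Rescaling by the median ratio removes shifts of all genes between libraries. It moved the wounding medians at 24 h to 0.0904 in group A, 48.4 in group B and 2.43 for VvCHS, and that of group C from 1.37 to 0.998, below 1, with VvSTS16 at 0.998. It moved the UV-C medians over wounded discs at 24 h to 21.25 in group A, 18.6 in group B, 18.54 in group C and 0.0767 for VvCHS, and at 48 h to 7.34, 14.0, 4.53 and 0.0724. The UV-C medians over control discs at 24 h became 1.97 in group A and 0.367 for VvCHS. The downy mildew medians over wounded discs became 1.139 in group B and 1.00 for VvCHS at 24 h, and 2.21 and 0.589 at 48 h. Of all identifiers, 3006 were then at least 2-fold higher and 3132 lower after wounding, against 5039 and 1974, and 2366 against 1456 were higher at UV-C 48 h than in wounded discs. The share of higher ones among those changed went from 71.9% to 49.0% after wounding, from 27.8% to 43.2% and from 23.6% to 41.9% after UV-C at 24 and 48 h, and from 47.7% to 35.6% for downy mildew at 48 h.

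With the 75th percentile the wounding medians were 0.1002 in group A, 1.11 in group C and 2.69 for VvCHS. The UV-C medians over wounded discs were 19.6, 17.14, 17.12 and 0.0708 in groups A, B, C and VvCHS at 24 h, and 6.99, 13.3, 4.31 and 0.0689 at 48 h, and over control discs 2.02 in group A and 0.376 for VvCHS. The downy mildew medians at 24 h were 1.135 in group B and 0.998 for VvCHS, against 1.06, a change of direction that VvCHS1 shares at 0.998. At 48 h they were 2.210 in group B and 0.5888 for VvCHS. Rescaling to equal sums moved the group medians of VvCHS alone, to 3.41 after wounding and to 1.09 and 0.618 after downy mildew inoculation.

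With control discs as baseline the UV-C medians at 24 h were 2.13 in group A, 868 in group B, 20.0 in group C and 0.397 for VvCHS. At 48 h they were 305 in group B, 5.12 in group C and 0.392 for VvCHS, and 0.692 in group A, a change of direction, with VvSTS5 at 0.452 and VvSTS6 at 0.931. The downy mildew medians at 24 h were 71.9 in group B, 2.31 in group C and 3.56 for VvCHS, and 0.220 in group A, again the other way, with VvSTS5 at 0.143 and VvSTS6 at 0.298, while VvSTS21 went from 0.884 to 30.7. At 48 h they were 73.7 in group B, and 0.205 in group A, with VvSTS5 at 0.161 and VvSTS6 at 0.250, and 2.97 for VvCHS, with 2.97, 2.25 and 7.06 for VvCHS1, VvCHS2 and VvCHS3, all the other way. These changes follow from the difference between wounded and control discs itself. With wounding at 48 h the medians were 30.2 in group B and 4.41 for VvCHS.

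A pseudocount of 0.1 RPKM moved the group B wounding median to 52.4. A pseudocount of 1 RPKM moved wounding to 0.138 in group A and 23.6 in group B, UV-C over wounded discs to 14.9 in group A and 14.2 in group B at 24 h and to 5.04 and 9.90 at 48 h, and UV-C over control discs to 311 in group B and 17.05 in group C. The filter at 1 RPKM in both libraries left 5 genes of group B, with medians of 22.3 after wounding and 266.5 at UV-C 24 h over control discs. It keeps the genes with the highest control levels, so that lower ratios follow by construction. With all VvSTS genes of Table 1 the group A medians were 0.0828 after wounding, 15.64 and 3.29 for UV-C over wounded discs at 24 and 48 h, 1.225 for UV-C over control discs and 1.98 for downy mildew at 48 h. The median of group C for UV-C at 48 h was 3.14 and that of group B for UV-C over control discs 648. Of its 45 identifiers, 8 were higher at 48 h than at 24 h after wounding and 29 after downy mildew inoculation, against 3 and 19 of 31. With differences of at least 1.2-fold, 0 genes were higher at 48 h after wounding, and 9 were higher and 2 lower after downy mildew inoculation.

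In single-match reads the wounding medians were 0.1387 in group A and 52.6 in group B, where 12 genes had enough reads. The UV-C medians over wounded discs at 24 h were 15.1 in group A, 16.35 in group C and 0.0627 for VvCHS, and at 48 h 4.17, 9.43 and 4.71 in groups A, B and C, with VvSTS17 at 0.664 against 1.33, from 6.57 such reads at UV-C 48 h. UV-C over control discs gave 24.3 in group C and 0.415 for VvCHS. The downy mildew medians were 2.06 in group C and 1.085 for VvCHS at 24 h, and 1.50 in group A and 1.981 in group C at 48 h. After wounding 6 genes were higher at 48 h. The ratio of VvSTS48 to VvSTS6 was 0.0294 in control discs, 17.3 and 25.9 at UV-C 24 and 48 h and 19.2 at downy mildew 48 h, and that to VvSTS16 was 0.618 in control discs, 51.8 and 31.0 in wounded discs at 24 and 48 h and 33.7 at downy mildew 48 h.

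With a filter at 5 RPKM, 3277 identifiers were at least 2-fold higher after wounding, 3259 and 2994 lower at UV-C 24 and 48 h than in wounded discs, 196 higher and 325 lower for downy mildew at 24 h, and 127 and 108 at 48 h. Without a filter the downy mildew counts were 807 and 1504 at 24 h and 761 and 910 at 48 h, and with a pseudocount of 1 RPKM 179 and 420, and 120 and 134. Filters change the number of identifiers counted.

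Among random lists matched on the baseline library instead of the mean level, the percentiles after wounding were 0.59 against 0.02 in group A, 47.05 against 52.94 in group C and 99.88 against 82.19 for VvCHS. For UV-C over wounded discs VvCHS was at 1.46 against 0.52 at 24 h and at 0.86 against 0.61 at 48 h, and group A at 99.43 against 99.98 at 48 h. Over control discs group A was at 91.93 against 76.05 and VvCHS at 56.73, across the middle from 28.06. For downy mildew at 24 h group A was at 98.39 against 99.44, group B at 99.43 against 98.23 and VvCHS at 84.25 against 69.10, and at 48 h group A was at 99.98 against 99.05 and VvCHS at 0.96 against 0.59. After rescaling by the median ratio, with the same values to compare, they were 0.24 and 83.91 for group A and VvCHS after wounding, 99.89 and 0.25 for UV-C at 24 h, where group A had been above all lists, 99.47 and 0.37 at 48 h, 74.63 for group A over control discs, and 99.89 and 99.42 for group A in downy mildew at 24 and 48 h.

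The 141 changes of group medians, counts, percentiles and ratios given here leave 219 others that stayed within the counting interval, or for counts within 1.5 times. For the ratios of single genes, 198 changed beyond these limits and 282 did not. The number of genes in the order of UV-C above downy mildew above wounding stayed within 1.5 times, with 22 to 28 of 31 at 24 h and 27 to 31 of 31 at 48 h, and 40 of 45 at both times for all genes of Table 1. These counts do not say which genes followed the order. Depth limits the ratios of group B to control discs: the group as a whole had 950 reads in the control library, against 51774 in wounded and 885099 in UV-C discs at 24 h, and the counting interval of its median ran from 52.8 to 79.4 for wounded over control and from 14.3 to 15.2 for UV-C over wounded discs.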

Differences from the paper's values

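No test in this part was chosen after the result was seen, except the ratios in single-match reads, which were added after the data had been seen.

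The highest ratio of wounded 24 h to control discs in group B was 528, for VvSTS36, while the paper's highest value is 186. Of the alternatives set before the data were examined, a pseudocount of 0.1 RPKM brought the highest value, 199, within 1.5 times the paper's. The others did not: a pseudocount of 1 RPKM gave 75.8, rescaling by the median ratio 386, by the 75th percentile 428 and by the sum 542, genes with at least 1 RPKM in both libraries, without VvSTS36, 34.7, all VvSTS genes of Table 1 again 528, and wounding at 48 h 309.5. Single-match reads, an alternative chosen after seeing the values, leave out VvSTS36, which had none in the control library, and the highest of the 12 other genes with enough such reads was 333, for VvSTS7. VvSTS36 had 3.24 reads in the control library, and the next highest ratio, for VvSTS7, was 186.28, equal to the paper's value after rounding. The paper's lowest value is 7, and here it was 6.82. For UV-C 24 h over wounded 24 h, the paper's range is from 11.3 to 27, and here it was from 11.35 to 33.9, again with VvSTS36 highest and VvSTS39, at 27.0, next.

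The paper describes the group A genes as responding little or not at all to the 3 treatments. Against control discs VvSTS5 and VvSTS6 were 12.7-fold and 5.94-fold lower 24 h after wounding, and 1.23-fold and 3.03-fold higher 24 h after UV-C exposure, and against wounded discs they were 15.6-fold and 18.0-fold higher after UV-C exposure. No increase with wounding was seen for either, as the paper states. The paper places the responses of group C between those of groups A and B. Against control discs at UV-C 24 h the medians were 2.13 in group A, 20.0 in group C and 868 in group B, in that order, and at 48 h they were 0.692, 5.12 and 305. Against wounded discs they were 16.8 in group A, 14.68 in group C and 14.70 in group B at 24 h, and 5.58, 3.44 and 10.6 at 48 h. In single-match reads, chosen after seeing the values, the 48 h medians were 4.17, 4.71 and 9.43. At 48 h group B was thus highest with either set of reads. In single-match reads group C lay above group A at 24 h as well. The order of groups A and C therefore depends on the reads used at both times. The paper describes group B as the most responsive to all treatments. Against control discs this held for downy mildew too, with medians of 71.9 in group B and 2.31 in group C at 24 h, but against wounded discs of 24 h the median was 1.21 in group B, 1.79 in group A and 1.87 in group C. At 48 h it was 2.37 in group B, above the 1.75 of group A and near the 2.48 of group C, and in single-match reads, chosen after seeing the values, it was highest in group B, at 2.35, with 1.98 in group C and 1.50 in group A.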

Other observations

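All tests of explanations in this part were chosen after the results were seen.

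VvSTS5 and VvSTS6 were lower in wounded than in control discs and over 15-fold higher in UV-C than in wounded discs at 24 h. Single-match reads show the same, with a lowest UV-C ratio of 14.5, so reads with several matches shared out from other stilbene synthase genes are not the whole cause. Under the 3 rescalings of the libraries the lowest UV-C ratio was 15.3, and both genes stayed lower in wounded than in control discs. Whether the fall is due to the wound or to time in the Petri dish after cutting cannot be told apart, since 0 libraries of discs kept for 24 h without wounding were made. A lasting loss of group A transcripts in cut discs may be why the UV-C increase looks small against control discs and large against wounded discs, but this was not tested beyond these values.

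Over the reads of group B together, the share with a single match was 15.6% in the control library and 28.5% at UV-C 24 h, and in group A it was 13.3% and 13.5%. In group B the share was lower in the control library for 15 of 18 genes, and the median of the differences of single genes was 10.5 percentage points, while the medians of the shares were 16.5% and 18.0%. No explanation of this difference was tested.

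At 24 h the ratio of downy mildew to wounded discs was higher in groups A and C than in group B, where 5 of 18 genes lay above the lowest gene of groups A and C. In single-match reads the group B median was 0.726 of the lower of the group A and C medians, which argues against reads shared between paralogs as the cause. At 48 h the medians were 1.75 in group A, 2.37 in group B and 2.48 in group C, so that group A was no longer above group B, and in single-match reads they were 1.50, 2.35 and 1.98. A difference in the timing of the groups, and a difference between single libraries, stay open.

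From its qPCR analysis of Shiraz discs, the paper describes lower VvCHS levels after downy mildew inoculation than in wounded discs. In these Pinot noir libraries the median ratio of the 3 genes to wounded discs of the same time was 1.06 at 24 h and 0.630 at 48 h. Against control discs at 0 h the medians were 3.56 and 2.97.

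The VvSTS1 predictions, which the paper left out, were 1.91-fold, 3.42-fold and 3.01-fold lower at UV-C 24 h than in control discs, and 16.42-fold, 12.2-fold and 16.40-fold higher than in wounded discs of 24 h. The identifiers outside the families with the lowest ratio of UV-C 24 h to wounded 24 h discs were Vv11s0016g05830, 246-fold lower (95% counting interval 159 to 402), and Vv04s0008g05640, 171-fold lower (126 to 239). Between wounded discs of 24 h and control discs of 0 h, 5039 identifiers were at least 2-fold higher and 1974 at least 2-fold lower of 18791, and after rescaling by the median ratio 3006 and 3132. Between UV-C and wounded discs at 24 h, 1951 were higher and 5057 lower of 18826, and after this rescaling 2843 and 3733.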
